# Tomatidine is a senotherapeutic compound that improves cognitive function and reduces cellular senescence in aged mice

**DOI:** 10.1038/s44321-026-00400-0

**Published:** 2026-04-01

**Authors:** Daniela G Costa, Lucy M Gee, Gung Lee, Lilian Sales Gomez, Ana Catarina Franco, Maria Grazia Vizioli, Karla Valdivieso, Lei J Zhang, Nick Pirius, Helene Martini, Rebecca A Porritt, Dominik Saul, Claudia Cavadas, Scott Ebert, Nathan K LeBrasseur, Sundeep Khosla, João F Passos, Christopher M Adams, Paul D Robbins, Diana Jurk

**Keywords:** Brain, Aging, Senescence, Senomorphic, Cognition, Autophagy & Cell Death, Neuroscience, Pharmacology & Drug Discovery

## Abstract

Cellular senescence drives aging and age-related dysfunction across multiple tissues, including the brain. Through a high-content, senescent cell-based phenotypic screen of a small panel of natural products, we identified tomatidine, an aglycone of tomatine found in tomatoes, as a previously unrecognized senotherapeutic agent. In senescent human brain microvascular endothelial cells and fibroblasts, tomatidine selectively suppressed SASP expression without affecting p16^Ink4a^ or p21^Cip1^ levels consistent with a senomorphic effect. In aged mice, tomatidine reduced frailty and improved motor coordination and cognitive performance. These functional benefits were accompanied by reduced senescence markers (p16 ^Ink4a^, p21 ^Cip1^, and telomere-associated DNA damage foci) in liver, skin, and hippocampal neurons, along with decreased neuroinflammation and microglial activation. Tomatidine also diminished brain endothelial cell senescence while enhancing tight junction protein expression, suggesting preserved blood–brain barrier integrity. Together, these findings identify tomatidine as a promising senescence-targeting compound with beneficial effects in aged mice and support its further evaluation in mechanistic and translational studies.

## Synopsis

Tomatidine, a plant-derived small molecule, reduces senescence-associated phenotypes and SASP signaling in vitro and in aged mice, improving frailty and cognitive performance while maintaining normal cell-cycle arrest characteristics.

- A natural-product screen identified tomatidine as a senomorphic compound that lowers senescence phenotypes without altering cell-cycle arrest.
- A late-life tomatidine regimen improved frailty, activity, and cognitive performance in old mice.
- Senescence markers and SASP-associated signals in multiple tissues were reduced by tomatidine in aged animals.
- Tomatidine attenuated age-related neuronal, microglial, and endothelial dysfunction in the aging brain.

## Abstract (web summary)

Tomatidine, a plant-derived small molecule, reduces senescence-associated phenotypes and SASP signaling in vitro and in aged mice, improving frailty and cognitive performance while maintaining normal cell-cycle arrest characteristics.

The paper explained **Problem**

As we age, many cells in our tissues stop dividing and enter a state called cellular senescence. Senescent cells do not die when they should. Instead, they release a cocktail of inflammatory and tissue-damaging factors that contribute to frailty, chronic inflammation, and age-related diseases. Drugs that remove senescent cells (“senolytics”) or tone down their secretions (“senomorphics”) are being developed, but many of these candidates can be toxic or are still far from clinical use. There is an urgent need for safer, well-tolerated compounds that can be given later in life to reduce the harmful impact of senescent cells on health and organ function.

**Results**

We systematically screened natural compounds and identified tomatidine, a plant-derived molecule, as a promising modulator of cellular senescence. In human cell models, tomatidine reduced hallmark features of senescence and lowered the production of inflammatory and tissue-remodeling factors, without forcing damaged cells to re-enter the cell cycle or causing substantial cell death. We then tested tomatidine in old mice. When given late in life, tomatidine reduced markers of senescent cells and chronic inflammation in multiple tissues and improved measures of health in these aged animals. Together, these findings show that tomatidine can selectively dampen the harmful activities of senescent cells in vitro and in vivo.

**Impact**

Our work identifies tomatidine as a well-tolerated senomorphic candidate that can be given in old age to limit the detrimental effects of senescent cells on tissue function. Because tomatidine is a natural small molecule with a favorable safety profile in preclinical studies, it may be more readily translated toward clinical testing than many experimental senotherapies. These results support the broader concept that targeting senescent cells, not only by killing them but also by reprogramming their harmful secretions, could become a viable strategy to delay or alleviate multiple age-related conditions and improve healthspan in older adults.

## Introduction

Cellular senescence is a state of stable proliferative arrest that occurs in response to various forms of cellular stress, including DNA damage, oncogene activation, and telomere dysfunction (Gorgoulis et al, 2019). Although initially beneficial, limiting tumorigenesis and stimulating tissue repair, senescent cells accumulate with age and can disrupt tissue homeostasis partially through the secretion of pro-inflammatory factors collectively known as the senescence-associated secretory phenotype (SASP) (Campisi and d’Adda di Fagagna, 2007; Coppé et al, 2010). A growing body of evidence suggests that this accumulation contributes to multiple age-related pathologies, and targeting senescent cells has emerged as a promising strategy to improve healthspan and delay the onset of age-associated diseases (Robbins et al, 2021).

In the central nervous system, senescent-like phenotypes have been observed in various cell types, including neurons, glial cells, and brain endothelial cells (Jurk et al, 2012; Melo Dos Santos et al, 2024). Senescence in the brain has been linked to neuroinflammation, blood–brain barrier dysfunction, and impaired neurogenesis, processes implicated in age-related cognitive decline and neurodegenerative disorders (Baker and Petersen, 2018; Novo et al, 2024; Ogrodnik et al, 2021; Ogrodnik et al, 2019). Our own work has shown that targeting senescent cells through either genetic or pharmacological approaches improves age-related cognitive function (Ogrodnik et al, 2021), as well as reducing blood–brain barrier permeability (Novo et al, 2024). As a result, targeting senescence may hold therapeutic potential for maintaining cognitive function during aging.

Efforts to develop senescence-targeting therapies have led to the identification of two major classes of compounds: senolytics, which selectively eliminate senescent cells, and senomorphics, which attenuate features of senescence such as the SASP without inducing cell death (Zhang et al, 2023). High-throughput screening approaches and preclinical testing in aged animals have uncovered a growing list of candidate senotherapeutics (Zhang et al, 2021; Zhang et al, 2024; Zhang et al, 2026). However, the number of compounds with demonstrated in vivo efficacy, especially in brain aging, remains limited.

In this study, we identify tomatidine, a natural steroidal alkaloid, as a novel senotherapeutic agent and characterize its therapeutic effects across multiple tissues, with a focus on cognitive function and brain aging.

## Results

### Identification of tomatidine as a senotherapeutic compound

One emerging strategy to counteract aging is the development of senotherapeutic compounds, either senolytics, which selectively eliminate senescent cells, or senomorphics, which attenuate key features of the senescent phenotype, such as SASP expression or senescence-associated β-galactosidase (SA-β-gal) activity, while preserving cell viability (Zhang et al, 2023). To this end, we conducted a high-content, senescent cell-based phenotypic screen of a small panel of natural products with reported health benefits on senescent *Ercc1*-deficient MEFs using SA-beta-gal as a primary endpoint detected by C_12_FDG (Fuhrmann-Stroissnigg et al, 2017; Zhang et al, 2026). Primary *Ercc1*^−/−^ mouse embryonic fibroblasts (MEFs) were employed as a senescent cell model. Due to their deficiency in ERCC1, a component of the ERCC1-XPF endonuclease complex required for multiple DNA repair pathways, these MEFs are highly prone to senescence under oxidative stress. This makes them a robust model for studying senescence-associated responses, including stress induced by serial passage at 20% O_2_. Wild-type (WT) MEFs, which retain intact proliferative and DNA repair capacity, served as non-senescent controls. Cells were treated with compounds for 48 h, followed by staining with the fluorogenic substrate C_12_FDG to measure SA-beta-gal activity. Senescence levels were quantified as the percentage of C_12_FDG-positive cells using a high-content fluorescence imager (Fig. EV1A,D). To discriminate between senomorphic and senolytic effects, we determined the EC_50_ values for both the fraction of C_12_FDG-positive *Ercc1*^−/−^ MEFs and for the total cell number. Concentrations that reduced both senescent cell burden and overall cell numbers were classified as senolytic, while those that selectively reduced C_12_FDG positivity without affecting total cell count were categorized as senomorphic. Selectivity index (SI) was calculated as the ratio of EC_50_ values in non-senescent versus senescent cells, providing a measure of compound selectivity.

**Figure EV1:**
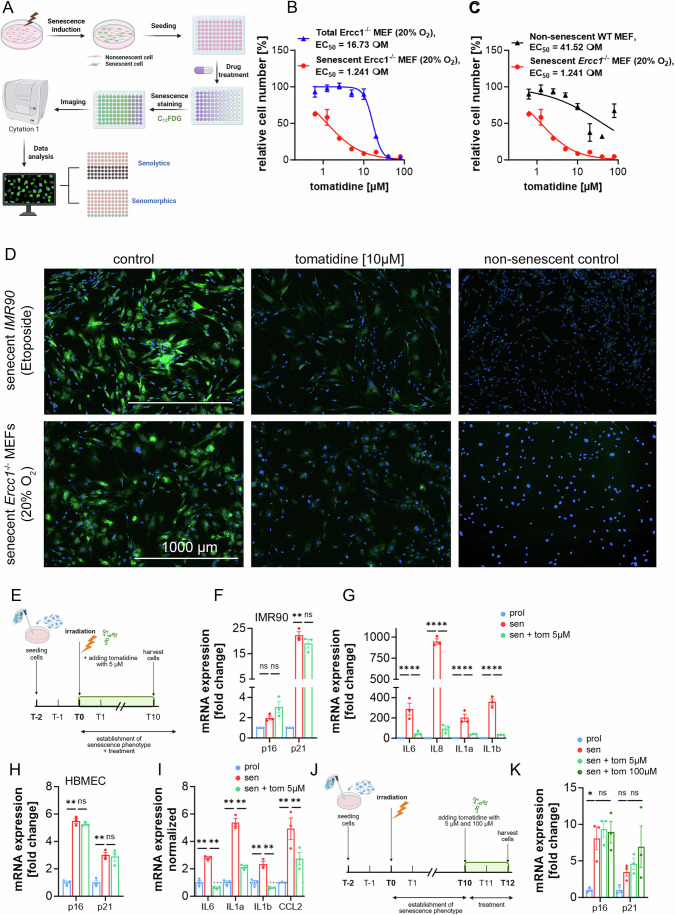
Identification of tomatidine as a novel senomorphic compound. (**A**) Schematic of the senescent cell-based screening workflow. Senescent cells were generated, seeded into 96-well plates, treated with compounds, stained with C12FDG (SA-β-gal) and DAPI, imaged on a high-content system, and analyzed. (**B**) Concentration-response curves of tomatidine in senescent Ercc1^−/^^−^ MEFs and in total Ercc1^−/−^ MEF cultures. (**C**) Concentration-response curves comparing senescent Ercc1^−/−^ MEFs to non-senescent WT MEFs. Responses were normalized to untreated controls and fit by nonlinear regression using a variable-slope model (GraphPad Prism). The IC₅₀ for senescent Ercc1^−^/^−^ MEFs was 1.24 (95% CI: 1.03–1.46), whereas the IC₅₀ for non-senescent WT MEFs was 41.52 (95% CI: 21.42–140.5). The selectivity index (SI), calculated as IC₅₀ (WT) / IC₅₀ (senescent Ercc1^−^/^−^), was 33.5. Data were shown as mean ± SD from *n* = 3 independent experiments, technical replicates. “Total” denotes mixed cultures following the senescence-induction protocol. The non-senescent control data presented in panels (**B**, **C**) derive from the same experimental dataset. (**D**) Representative C12FDG fluorescence images (green: C12FDG/SA-β-gal; blue: Hoechst). Scale bar, 100 μm. (**E**) Illustration of the experimental setup for senomorphic assays. (**F**,** G**) Relative mRNA expression of p16, p21, and SASP-related genes in senescent IMR90 fibroblasts treated with tomatidine (in **F**) *p* < 0.0001 and in (**G**) IL6 *p* = 0.021 and *p* = 0.005, IL8 *p* < 0.0001 and *p* < 0.0001, IL1a *p* = 0.001 and *p* = 0.031, IL-1b < 0.0001 and *p* < 0.0001). (**H**,** I**) Relative mRNA expression of p16, p21, and SASP-related genes in senescent HBMECs treated with tomatidine. (for both p16 and p21 in **H**): *p* < 0.0001, in (**I**): IL-6 *p* = 0.0006 and *p* < 0.0001, IL1a: *p *< 0.0001 and *p* < 0.0001, IL-1b: *p* = 0.083 and *p* = 0.0008, CCL2: *p* < 0.0001 and *p* < 0.0001). (**J**) Illustration of the experimental setup for senolytic assays. (**K**) Relative mRNA expression of p16 (*p* = 0.0102) and p21 in senescent HBMECs after 48 h of tomatidine treatment. Data were presented as mean ± s.e.m. (**F**–**K**). Statistical significance was determined using two-way ANOVA followed by Tukey’s multiple comparisons test. *n* = 3, technical replicates. Source data are available online for this figure.

From the small screen, tomatidine, an aglycone of tomatine naturally found in tomatoes, was identified as a promising candidate with both senolytic and senomorphic activity in a concentration-dependent manner (Fig. EV1A–D). Tomatidine reduced the percent of C_12_FDG-positive cells (senescent *Ercc1*^−^^/−^ MEFs) with an EC_50_ value of 1.241 µM. At low concentrations, there was no reduction in the cell number of *Ercc1*^−/−^ MEFs, consistent with a senomorphic effect, whereas at high doses there was a reduction in the total number of cells, consistent with a senolytic effect (EC_50_ = 16.73 µM). Tomatidine had only a marginal effect on non-senescent WT MEFs at lower concentrations (EC_50_ = 41.52 µM), yielding a good selectivity index (SI) of 33.5 (Fig. EV1C). Given the known safety of tomatidine as a naturally occurring compound (Dyle et al, 2014), its oral bioavailability, and prior evidence linking it to improved mitochondrial function, inhibited skeletal muscle atrophy and reduced inflammation in aging models, we further examined the senotherapeutic effects of tomatidine (Ahsan et al, 2020; Ebert et al, 2015; Fang et al, 2017).

We next tested tomatidine in two distinct senescent human cell types: lung fibroblasts (IMR90) and human brain microvascular endothelial cells (HBMEC), both induced into senescence by X-ray irradiation. In neither cell type did tomatidine exhibit senolytic activity; however, it significantly reduced the expression of SASP-related genes without altering p21^CIP1^ or p16^INK4a^ levels, consistent with a senomorphic effect (Fig. EV1E−I). Treatment of senescent HBMECs showed no significant reduction in p21^CIP1^ and p16^INK4a^ when treated with tomatidine at day 10 for 48 h (Fig. EV1J,K), again confirming that tomatidine has no senolytic activity on certain senescent cell types.

### Tomatidine improves healthspan and cognitive function in aged mice

To assess the impact of tomatidine on organismal aging, we supplemented the diet of aged mice (21 months old) with 0.05% tomatidine for 3 months (Fig. 1A). Tomatidine-treated mice showed a significant reduction in frailty index (Whitehead et al, 2013), a composite score that integrates age-associated changes across multiple domains, including coat condition, gait, reflexes, and body composition (Fig. 1B). Importantly, throughout the 3-month intervention, tomatidine supplementation did not lead to any detectable adverse or negative side effects, as treated mice maintained normal behavior, body weight trajectory, and overall health.

**Figure 1:**
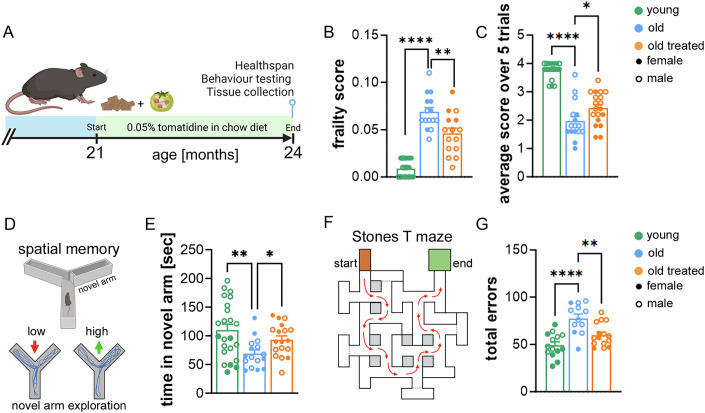
Behavioral and physiological assessments in aged mice treated with tomatidine. (**A**) Schematic of the experimental design and behavioral testing timeline. (**B**) Frailty scores assessed using a 27-item frailty index in young control mice, untreated aged mice, and aged mice treated with tomatidine (*p* < 0.0001 and *p* = 0.0018). (**C**) Performance on the pole test, shown as time spent on the pole, in young, untreated aged, and tomatidine-treated aged mice (*p* < 0.0001 and *p* = 0.0307). (**D**) Schematic of the Y maze setup; spatial working memory was evaluated by measuring time spent in the novel arm. (**E**) Time spent in the novel arm during the Y maze test in young, untreated aged, and tomatidine-treated aged mice (*p* = 0.0048 and *p* = 0.0354). (**F**) Schematic of the Stone T maze indicating the paths and error points used for assessment of learning and memory. (**G**) Number of errors made during the Stone T maze testing in young, untreated aged, and tomatidine-treated aged mice (*p* < 0.0001 and *p* = 0.0049). Data were presented as mean ± s.e.m. Statistical significance was determined using one-way ANOVA followed by Tukey’s multiple comparisons test. *n* = 12–23, biological replicates. Males are represented by open circles, females by filled circles. Source data are available online for this figure.

Neuromuscular coordination, assessed by the pole test, a measure of motor function and balance, was significantly improved (Figs. 1C and EV2A). In contrast, performance on the Rotarod test, which measures the time mice remain on a rotating rod, showed no significant difference between groups (Fig. EV2B,C).

**Figure EV2:**
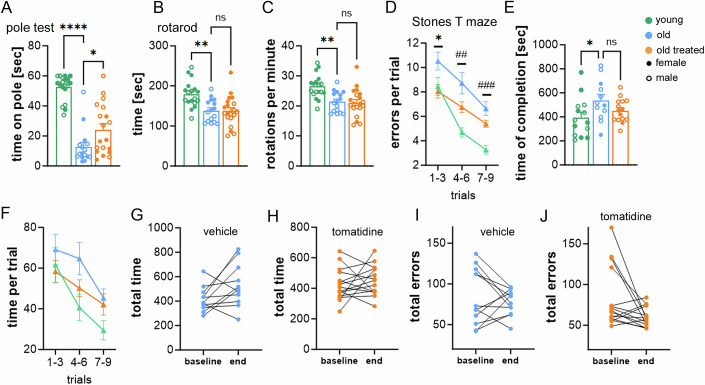
Healthspan and cognitive assessments in aged mice treated with tomatidine. (**A**) Performance on the pole test, measuring motor coordination and balance. (**B**,** C**) Rotarod testing showing (**B**) time spent on the rod and (**C**) maximal speed achieved. (**D**) Number of errors made in the Stone T maze across trials. Symbols: (*) indicates a significant difference between old and old tomatidine-treated groups, (^##^) indicates significant differences between young and old groups. Significant improvements in errors made between trial 1–3 vs 7–9 (*p* = 0.0003) and 4–6 vs 7–9 (*p* = 0.0092) in treated animals and in untreated animals, significant improvements between trial 1–3 vs 7–9 (*p* = 0.0014). (**E**,** F**) Time required to complete the Stone T maze in aged control and aged tomatidine-treated mice. (**G**,** H**) Comparison of baseline versus endpoint measurements for total time spent completing the maze. (**I**,** J**) Comparison of baseline versus endpoint measurements for total errors made prior to completing the maze. Data were presented as mean ± s.e.m. Statistical significance was determined using one-way or two-way ANOVA followed by Tukey’s multiple comparisons test. *n* = 15–23, biological replicates. Males are represented by open circles, females by filled circles. Source data are available online for this figure.

Cognitive performance was first evaluated using the Y maze, where increased time spent in the novel arm reflects enhanced spatial working memory. Tomatidine-treated mice demonstrated significant improvements in this task (Fig. 1D,E). Similarly, in the Stone T maze, a test of spatial learning and memory, tomatidine-treated mice made significantly fewer errors, reaching performance levels comparable to young controls (Figs. 1F,G and EV2D,G–J). While the overall time required to complete the maze did not differ between groups (Fig. EV2E), treated mice displayed enhanced learning across trials. Specifically, they showed significant reductions in errors between trials 1–3 vs. 7–9 and 4–6 vs. 7–9, whereas untreated mice improved only between trials 1–3 vs. 7–9 (Fig. EV2D).

These findings identify tomatidine as a promising senotherapeutic compound with both in vitro and in vivo efficacy. Following these observations, we sought to examine how it impacts senescence at the tissue level.

### Tomatidine reduces senescence markers in the liver and skin

To gain mechanistic insight into the effects of tomatidine in vivo, we examined established markers of cellular senescence, including the cyclin-dependent kinase inhibitors p16^Ink4a^ and p21^Cip1^, which are key regulators of senescence-associated growth arrest, and telomere-associated DNA damage foci (TAF), which mark persistent DNA damage at telomeres and are a hallmark of senescent cells in aging tissues (Hewitt et al, 2012). In the liver, tomatidine treatment led to a significant reduction in p16^Ink4a^ and p21^Cip1^ mRNA expression in hepatocytes, as assessed by RNA in situ hybridization (RNA-ISH), and a marked decrease in TAF, measured by the colocalization of γH2A.X and telomeres (Fig. 2A–E). Similar results were observed in the skin, where tomatidine significantly reduced p16^Ink4a^, p21^Cip1^, and TAF levels in both the epidermis and dermis (Fig. 2F–J), suggesting a broad reduction in senescent cell burden across multiple tissues. However, tomatidine treatment did not significantly alter skin thickness, a parameter that normally declines with age (Fig. EV3A–C).

**Figure 2:**
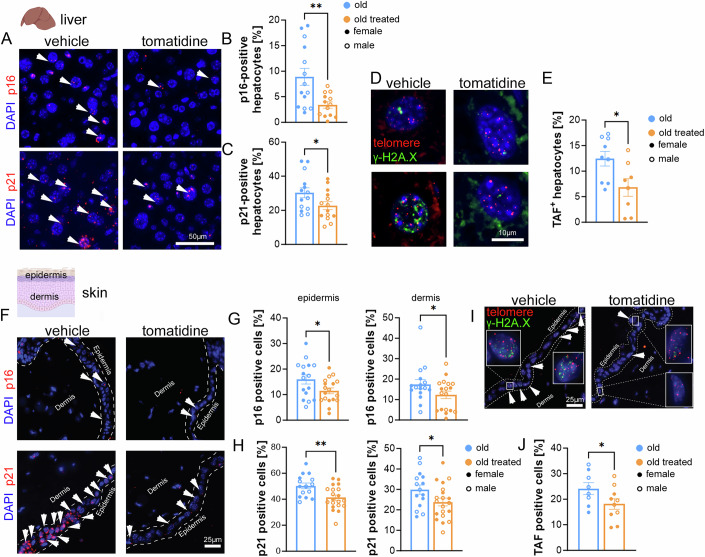
Senescence markers in liver and skin from aged mice treated with tomatidine. (**A**) Representative RNA-ISH images showing p16 and p21 expression in paraffin-embedded liver sections (blue: DAPI; red: p16 or p21), white arrows indicate positive cells. (**B**,** C**) Quantification of p16-positive (*p* = 0.0028) and p21-positive hepatocytes (*p* = 0.0272), respectively. (**D**) Representative images of telomere-associated DNA damage foci (TAF) in liver sections (blue: DAPI; red: telomeres; green: γ-H2A.X). (**E**) Quantification of TAF per hepatocyte (*p* = 0.0113). (**F**) Representative RNA-ISH images showing p16 and p21 expression in skin sections (blue: DAPI; red: p16 or p21), white arrows indicate positive cells. (**G**,** H**) Quantification of p16-positive and p21-positive cells in epidermis and dermis. *p* values for comparisons between groups in the epidermis (p16: *p* = 0.0387; p21: *p* = 0.0022) and dermis (p16: *p* = 0.0415; p21: *p* = 0.0251) are indicated. (**I**) Representative TAF staining images in skin (blue: DAPI; red: telomeres; green: γ-H2A.X). Magnified views of framed regions are shown; white arrows indicate TAF-positive cells. (**J**) Quantification of TAF per epidermal cell (*p* = 0.0369). Data were presented as mean ± s.e.m. Statistical significance was determined using an unpaired *t*-test. *n* = 8–21, biological replicates. Males are represented by open circles, females by filled circles. Scale bars (**A**) 50 μm, (**D**) 10 μm, and (**F**, **I**) 25 μm. Source data are available online for this figure.

**Figure EV3:**
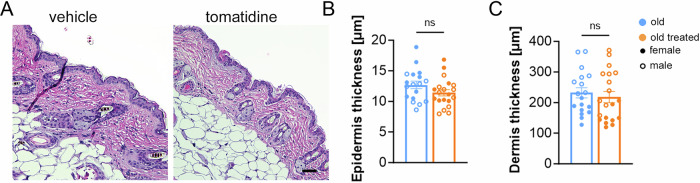
Skin thickness measurements in aged mice treated with tomatidine. (**A**) Representative H&E-stained skin sections from tomatidine-treated aged mice and untreated aged controls. (**B**) Quantification of epidermis thickness (*p* = 0.1238). (**C**) Quantification of dermal thickness (*p* = 0.5839). Data were presented as mean ± s.e.m. Statistical significance was determined using a *t*-test. Scale bar = 50 μm, *n* = 18–21, biological replicates. Males are represented by open circles, females by filled circles. Source data are available online for this figure.

### Tomatidine attenuates neuronal senescence and neuroinflammation in the aged brain

Given the cognitive improvements observed in tomatidine-treated aged mice compared to controls, we next investigated its effects on brain senescence and inflammation. We focused on the hippocampus, a region critical for spatial and working memory, and assessed cellular senescence by analyzing the expression of p16^Ink4a^ and p21^Cip1^, and the number of TAF in neurons of the CA3 region. CA3 plays a unique role in memory processing, and its neurons exhibit both structural and functional decline with aging (Fielder et al, 2020). Tomatidine treatment significantly reduced the frequency of neurons positive for each of these senescence-associated markers (Fig. 3A–C). Importantly, this reduction in neuronal senescence did not reflect loss of neurons, as neuronal density in both the dentate gyrus and CA1 region remained unchanged (Fig. EV4A,B). Notably, the decrease in senescence markers was not restricted to the hippocampus, as similar reductions were also observed in the cortex (Fig. EV4E,F).

**Figure 3:**
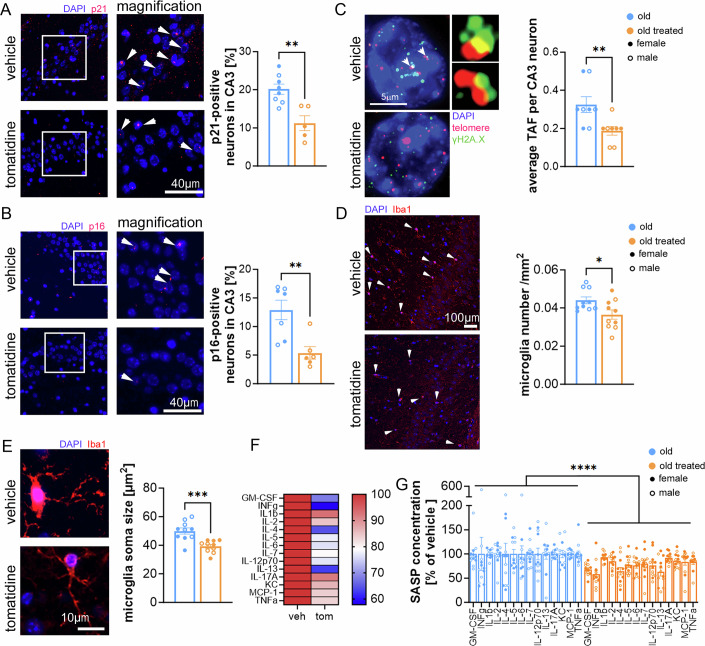
Neuronal and microglial measures in the aged hippocampus following tomatidine treatment. (**A**) Representative RNA-ISH images showing p21 expression in CA3 hippocampal neurons (blue: DAPI; red: p21; scale bar: 40 µm) and corresponding quantification of p21-positive cells (*p* = 0.0012); white arrows indicate positive cells. (**B**) Representative RNA-ISH images showing p16 expression in CA3 hippocampal neurons (blue: DAPI; red: p16; scale bar: 40 µm) and corresponding quantification of p16-positive neurons in the CA3 region (*p* = 0.0022; white arrows indicate positive cells. (**C**) Quantification of telomere-associated DNA damage foci (TAF) per neuron in CA3 (*p* = 0.0055); white arrows indicate colocalization of telomeres and γ-H2AX (TAF). (**D**) Representative Iba1 immunofluorescence images of microglia in the hippocampus (blue: DAPI; red: Iba1; scale bar: 100 µm) and corresponding quantification of microglial cell number (*p* = 0.0115), white arrows indicate iba-1 positive cells. (**E**) Representative images illustrating microglial soma size (blue: DAPI; red: Iba1; scale bar: 10 µm) and corresponding quantification (*p* = 0.0003). (**F**) Heatmap showing mean cytokine expression levels in hippocampal homogenates. (**G**) Individual cytokine expression values were displayed as bar graphs for each mouse (*p* < 0.0001). Data were presented as mean ± s.e.m. Statistical significance was determined using an unpaired *t*-test or nested *t*-test in (**I**). *n* = 5–12, biological replicates. Males are represented by open circles, females by filled circles. Source data are available online for this figure.

**Figure EV4:**
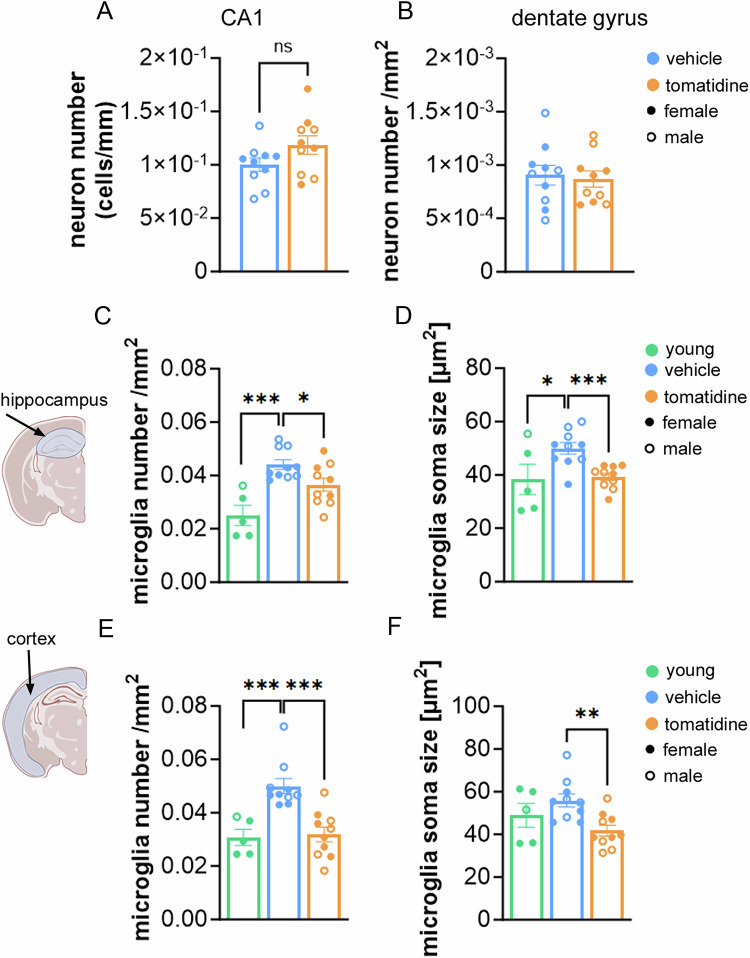
Neuronal density and microglial morphology in hippocampus and cortex of aged mice treated with tomatidine. (**A**) Quantification of neuronal density in CA1, showing the number of NeuN⁺ neurons per mm length (*p* = 0.0501). (**B**) Neuronal density in the dentate gyrus (DG) region of the hippocampus (*p* = 0.3802). (**C**) Number of Iba1⁺ microglia in the hippocampus; Exact *p* values for number Iba1⁺ (Young vs. vehicle, *p* = 0.0002; vehicle vs. tomatidine, *p* = 0.0230). (**D**) Microglial soma size in the hippocampus, reflecting changes in activation state; Exact *p* values for soma size in hippocampus (young vs. vehicle, *p* = 0.037; vehicle vs. tomatidine, *p* = 0.0003). (**E**) Number of Iba1⁺ microglia in the cortex; Exact *p* values for number Iba1⁺ (Young vs. vehicle, *p* = 0.0009; vehicle vs. tomatidine, *p* = 0.0002). (**F**) Microglial soma size in the cortex; Exact *p* values for soma size in cortex (Young vs. vehicle, *p* = 0.2525; vehicle vs. tomatidine, *p* = 0.0022). Panels (**C**–**F**) present the same datasets included in the main figure; here, we additionally show the values from young control mice to allow direct comparison between young, aged, and tomatidine-treated aged groups. Data were presented as mean ± s.e.m. Statistical significance was determined using a *t*-test or one-way ANOVA. *n* = 5-10, biological replicates. Males are represented by open circles, females by filled circles. Source data are available online for this figure.

To assess neuroinflammation, we analyzed Iba1^+^ microglia. In aged mice, tomatidine reduced both microglial number and soma size in the hippocampus (Fig. 3D,E), consistent with attenuated microglial activation. Comparisons with young mice showed the expected age-related increase in microglial number and soma size in the hippocampus, and an age-related increase in microglial number, but not soma size, in the cortex (Fig. EV4C–F). Tomatidine partially reversed these age-associated changes. In addition, cytokine profiling of hippocampal homogenates revealed broad reductions in pro-inflammatory factors in tomatidine-treated mice (Fig. 3F,G). Together, these findings indicate that tomatidine alleviates neuronal senescence and neuroinflammation in the aged brain.

Given these improvements in neuronal senescence and inflammation, we next asked whether tomatidine also impacts brain endothelial cells (BECs), which form the structural and functional basis of the blood–brain barrier (BBB).

### Tomatidine reduces brain endothelial cell senescence and increases tight junction gene expression

BBB dysfunction is a well-established feature of aging and has been linked to increased permeability and altered expression of tight junction proteins (Andjelkovic et al, 2023; Zhao et al, 2020). Recent work has shown that aging-associated BBB disruption is, at least in part, mediated by BEC senescence, suggesting that senescent endothelial cells contribute to the transition from a young to an aged BBB phenotype (Novo et al, 2024). Based on this, we sought to determine whether tomatidine could modulate BEC senescence in aged mice.

To address this, we identified endothelial cells using the glucose transporter Glut1, a well-established marker of BECs (Fig. 4A,B) and performed RNA-ISH to assess the expression of p16^Ink4a^ and p21^Cip1^ within Glut1^+^ cells. Tomatidine treatment significantly reduced the number of p16^+^/Glut1^+^ and p21^+^/Glut1^+^ cells in the aged brain, indicating a reduction in BEC senescence (Figs. 4B–D and EV5A,B). Given that tight junction disruption is a hallmark consequence of BEC senescence, we next examined the expression of key tight junction proteins to determine whether tomatidine preserves BBB integrity in aged mice. Immunofluorescence showed increased expression of ZO-1, a scaffolding protein that links tight junction components to the actin cytoskeleton, in brain vessels of tomatidine-treated mice (Fig. 4E,F). Additionally, western blot analysis revealed higher levels of claudin 5 and occludin, integral membrane proteins that form the paracellular barrier of endothelial tight junctions, confirming improvements in tight junction integrity (Fig. 4G–J). 

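For the single-cell RNA-seq experiment, hippocampi of 4 mice per group were pooled, which gave 1 library for control mice and 1 for tomatidine-treated mice. The mice were 21 months old when treatment began, and tomatidine was given for 3 months at 0.05% of the diet. In this assay cells are fixed, probes bound to each transcript are counted, and unique molecular identifiers (UMIs), short tags on single molecules, keep copies made by PCR from being counted again. The authors aligned the reads to mm10 and deposited the number of UMIs per gene and cell, without normalization. The files hold 19059 genes, with 279525565 UMIs in the control library and 259059908 in the tomatidine library. Cells were kept with at least 500 UMIs, more than 250 genes, a ratio of log10 genes to log10 UMIs above 0.8 and less than 20% mitochondrial UMIs, the thresholds of the study's Methods. The remaining cells were integrated and clustered, with the genes reported as results left out of the clustering. Cell names were rebuilt from marker genes chosen before the data were examined, so that a class is called, for example, endothelial-like, and differences from the study can come from these names. To compare the groups, the UMIs of a gene were summed over a class in each library and divided by all UMIs of that class in the library, a scaled count called CPM here. With 1 pooled library per group, no test between groups was possible, and no difference has a replicate check. The 95% intervals given for shares, sums and ratios cover counting error only, and not the differences between mice. Where cells were thinned to equal depth, the intervals also hold the spread of a single random thinning.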

To gain more insight into the role of tomatidine in BEC senescence and tight junctions, we performed single-cell RNA-seq in the hippocampus from control and tomatidine-treated mice. This analysis confirmed a reduction in p21^Cip1^ expression specifically in BECs, with no significant change in p16^Ink4a^ (Fig. EV5D,E). In addition, we observed increased expression of multiple tight junction-associated genes, suggesting that tomatidine enhances BBB integrity, at least in part, through suppression of BEC senescence (Fig. 4K,L).

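Cdkn1a, the gene of p21 (ENSMUSG00000023067), lies on chromosome 17 of mm10 from 29090976 to 29100727, on the plus strand, and has 4 annotated protein-coding transcripts. At least 1 Cdkn1a UMI was found in 125 of the 284 endothelial-like cells of the control library, a share of 44.0% (exact binomial interval 38.2 to 50.0). In the tomatidine library, 137 of 409 endothelial-like cells were positive, a share of 33.5% (28.9 to 38.3). The difference was −10.5 percentage points (Newcombe interval −17.8 to −3.16). The tomatidine cells were also shallower, with a median of 4701 UMIs per cell against 6547 in control cells. When each cell was thinned to 1500 UMIs, which left out 34 control and 65 tomatidine cells below that depth, the shares were 14.5% (10.3 to 19.4) and 11.9% (8.69 to 15.8). Thinning lowers the share in both libraries, and the interval of the remaining difference (−2.62 points, −8.22 to 2.94) included 0. That interval also holds the spread of a single thinning, so it is wider than counting error alone. Among the alternative settings, thinning to 1000 UMIs moved the difference most, to −2.43 points (−7.19 to 1.95). The CPM, which takes the depth of each library into account, was 117 in control cells, from 394 Cdkn1a UMIs (exact Poisson interval 356 to 435). It was 87.2 in tomatidine cells, from 337 UMIs (302 to 375), a log2 ratio of −0.42 (−0.64 to −0.21). With the thresholds of the study's QC section also applied, the log2 ratio was −0.23 and its interval of −0.54 to 0.08 included 0. Weighted to the same mix of capillary, arterial and venous cells, the unthinned shares differed by −7.97 points (−15.2 to −0.781).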

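Cdkn2a, the gene of p16 (ENSMUSG00000044303), lies on chromosome 4 from 89274471 to 89294653, on the minus strand, and its 2 protein-coding transcripts are counted together. In endothelial-like cells, 1 control cell and 1 tomatidine cell had a Cdkn2a UMI, shares of 0.352% (0.00891 to 1.95) and 0.244% (0.00619 to 1.35). No difference in p16 was detectable at this depth (−0.108 points, −1.74 to 1.06). Oligodendrocyte-like cells, used here to gauge free RNA, had Cdkn1a in 4.53% of 3070 control cells (median 5330 UMIs) and 2.77% of 2379 tomatidine cells (median 4905 UMIs). Thinned, with 56 and 67 cells left out, these shares were 1.27% and 0.844%. The Cdkn1a CPM in oligodendrocyte-like cells was also lower with tomatidine, with a log2 ratio of −0.57 (−0.95 to −0.20). Free RNA was not separated from expression there, so the ratio cannot decide whether these cells made less p21. In interneuron-like cells the log2 ratio was −0.81 (−1.20 to −0.43), with 12.0% of 566 control and 8.41% of 523 tomatidine cells positive, but the interval of the difference in shares (−3.60 points, −7.20 to 0.0231) included 0. Thinned, with 14 and 7 cells left out, the interneuron-like shares were 1.57% and 1.07%. These lie near the thinned oligodendrocyte-like shares, but thinning sets depth alike and does not compare the UMIs per cell. Unthinned, 169 Cdkn1a UMIs were found in the 566 control interneuron-like cells, against 177 in the 3070 control oligodendrocyte-like cells. Free RNA was not separated in either class, so whether interneuron-like cells made less p21 stays open. In excitatory neuron-like cells the log2 ratio was 0.23 (0.08 to 0.37), with 8.55% of 4396 control and 11.0% of 3933 tomatidine cells positive. Thinned, with 1 and 4 cells left out, the excitatory neuron-like shares were 0.970% and 1.28%. When all deposited cells were clustered without a filter, the unthinned excitatory neuron-like difference of 2.43 points (1.15 to 3.72) changed sign, to −0.648 (−1.80 to 0.526). In microglia-like cells the log2 ratio was −0.60, with an interval (−1.22 to 0.004) that just included 0. In astrocyte-like cells it was 0.003 (−0.40 to 0.41). The differences in shares in microglia-like cells (−0.449 points, −2.31 to 1.46) and astrocyte-like cells (−0.185 points, −1.43 to 1.03) were within counting error. So was that in oligodendrocyte precursor-like (OPC-like) cells (−2.06 points, −5.78 to 1.71), where the Cdkn1a CPM went the other way (log2 ratio 0.34), so that no order was read.

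**Figure D1:**
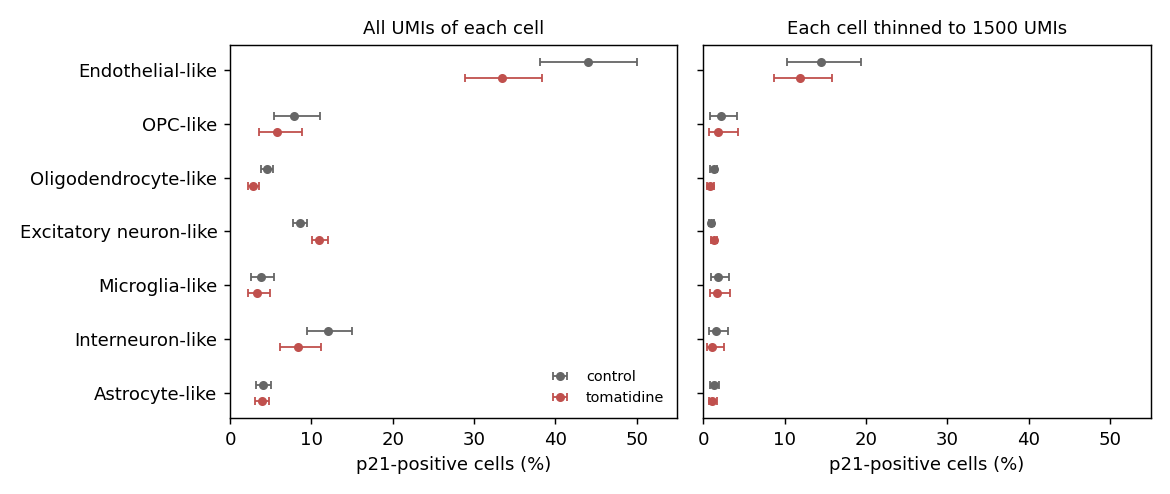
Percentage of p21-positive cells (x axis) in 7 classes (y axis), with control in gray and tomatidine in red. The left plot uses all UMIs of each cell and the right plot cells thinned to 1500 UMIs. Bars are 95% exact binomial intervals for counting error, which on the right also hold the spread of a single thinning. Endothelial-like cells lie above the other classes in both plots.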

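Among the genes of the proteins measured above, Cldn5 (claudin 5; ENSMUSG00000041378; chromosome 16, 18776847 to 18778262, plus strand) had a log2 CPM ratio of 0.24 (0.20 to 0.29) in endothelial-like cells. Its UMIs numbered 8325 (8147 to 8506) in the control library and 11315 (11107.5 to 11525) in the tomatidine library, or 2472 and 2929 CPM. Ocln (occludin; ENSMUSG00000021638; chromosome 13, 100496507 to 100552718, minus strand) had 835 UMIs (779 to 894) and 949 (889.6 to 1011), with a log2 ratio of −0.01 (−0.15 to 0.12). Tjp1 (ZO-1; ENSMUSG00000030516; chromosome 7, 65296165 to 65527781, minus strand) had 1755 UMIs (1674 to 1839) and 2066 (1978 to 2157), with a log2 ratio of 0.04 (−0.06 to 0.13). Cdh5 (VE-cadherin; ENSMUSG00000031871; chromosome 8, 104101625 to 104144511, plus strand) had 1062 UMIs (999 to 1128) and 1311 (1241 to 1384), with a log2 ratio of 0.11 (−0.01 to 0.22). For Ocln, Tjp1 and Cdh5, no difference was detectable at this depth. A list of 31 tight junction genes was fixed before the data were examined, without use of the study's dot plots, and 25 of them had at least 20 UMIs. Of these, 13 were higher and 12 were lower with tomatidine, from −0.20 for Mpp5 to 0.44 for Marveld2 (log2). Besides Cldn5, the genes with a counting interval above 0 were Afdn (0.16, 0.02 to 0.31), Lsr (0.14, 0.02 to 0.26) and Esam (0.13, 0.05 to 0.21). The median log2 ratio of the list was 0.01 (−0.03 to 0.08), at the 44.3 percentile of 10000 random lists of the same size matched on expression, a description of these libraries. The median moved most when all deposited cells were clustered, to 0.15, and it fell below 0 under other settings, to −0.06 with cells chosen by a marker gate and to −0.01 with TMM factors. In a list of 18 adherens junction genes, 15 were higher and 3 lower, with a median of 0.19 (99.99 percentile). Their ratios ranged from −0.33 for Cdh2 to 0.68 for Actn1. Smooth muscle genes were also higher in these cells with tomatidine (median 0.63 of 15 genes). The adherens junction list was not recomputed without cells that carry such RNA, so the source of its rise stays open. From the increase in multiple tight junction-associated genes, the paper proposes that tomatidine enhances the integrity of the blood-brain barrier, in part by suppressing senescence of BECs.

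**Figure D2:**
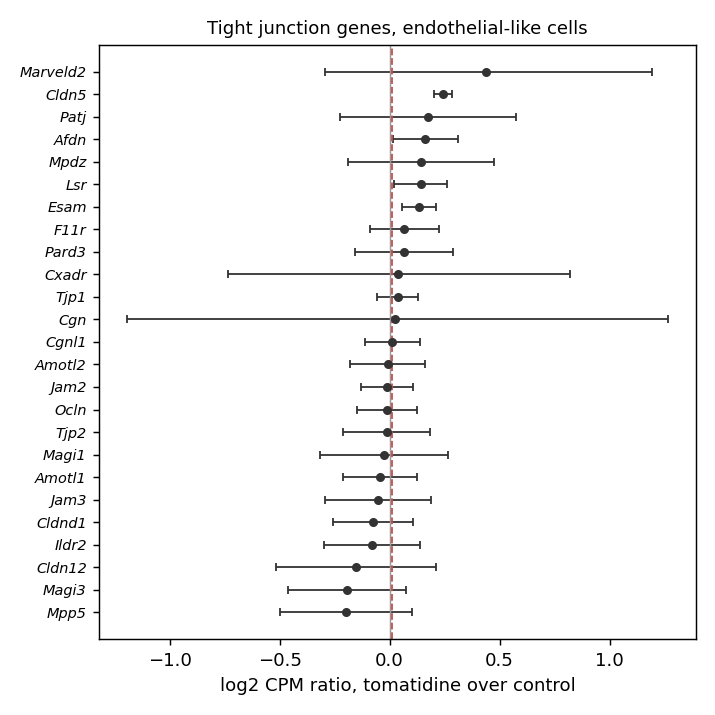
Log2 CPM ratio of tomatidine over control (x axis) for the 25 tight junction genes (y axis) in endothelial-like cells. Bars are 95% counting intervals, the gray line marks 0 and the dashed red line the median of 0.01, with 13 genes to the right of 0 and 12 to the left.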

**Figure 4:**
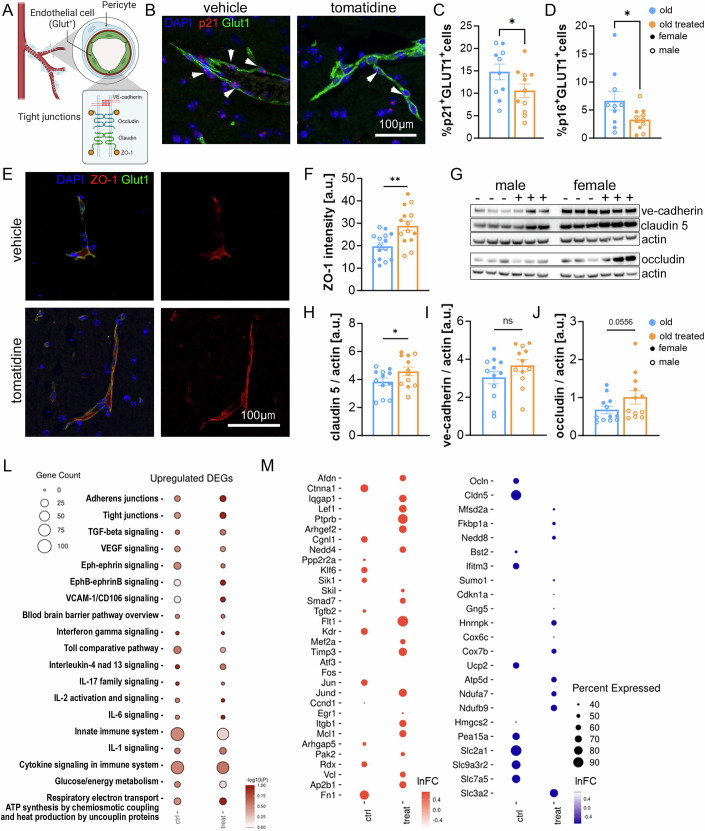
Endothelial cell markers and tight junction-related measurements in the aged mouse brain. (**A**) Schematic illustration of the cellular composition and structure of the blood–brain barrier (BBB). (**B**) Representative RNA-ISH images showing p21 mRNA expression in GLUT1⁺ brain endothelial cells (blue: DAPI; red: p21; green: GLUT1). White arrows indicate positive endothelial cells. (**C**) Quantification of p21⁺/GLUT1⁺ endothelial cells (*p* = 0.0403). (**D**) Quantification of p16⁺/GLUT1⁺ endothelial cells (*p* = 0.0311). (**E**) Representative immunofluorescence images showing ZO-1 staining in GLUT1⁺ endothelial cells (blue: DAPI; green: GLUT1; red: ZO-1). (**F**) Quantification of ZO-1 signal intensity in brain endothelial cells (*p* = 0.0019). (**G**) Representative Western blot images of VE-cadherin, claudin 5, occludin, and β-actin in hippocampal lysates. (**H**–**J**) Quantification of Western blot band intensity for (**H**) claudin 5 (*p *= 0.0433), (**I**) ve-cadherin (*p* = 0.1644), and (**K**) occluding (*p* = 0,0556). (**K**) Dot plot showing enriched signaling pathways identified by differential expression analysis of endothelial cells using single-cell RNA-seq analysis from control and tomatidine-treated mice. (**L**) Dot plots showing selected upregulated (left) and downregulated (right) genes associated with pathways shown in panel (**K**). Data were presented as mean ± s.e.m. Statistical significance was determined using an unpaired *t*-test. Scale bars = 100 μm, *n* = 5–12, biological replicates. Males are represented by open circles, females by filled circles. Source data are available online for this figure.

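The dot plots of selected genes name 55 genes, and 53 of them have a visible dot that shows which group was higher. In endothelial-like cells, 38 of these 53 genes had a CPM ratio with the direction shown. Of the 28 genes shown higher with tomatidine, 22 were higher, with a median log2 ratio of 0.18. Of the 25 shown higher in control, 16 were lower with tomatidine, with a median of −0.05. With the mean over cells in place of summed UMIs, the number with the direction shown moved most, to 50. It was lowest at 37 when all deposited cells were clustered. The mean over cells gives each cell the same weight, while summed UMIs weigh deep cells more. Since the paper drew its plots in Seurat from normalized data, much of the disagreement can come from the measure used here. By panel, 23 of 30 genes of the left panel and 15 of 23 of the right panel had the direction shown. In the left panel the ratios reached from −0.39 (−0.61 to −0.16) for Arhgap5 to 0.32 (0.19 to 0.45) for Arhgef2. In the right panel the highest ratio was that of Bst2, 0.55 (0.37 to 0.73), and the lowest that of Cdkn1a. The pathway enrichment was not analysed here.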

**Figure EV5:**
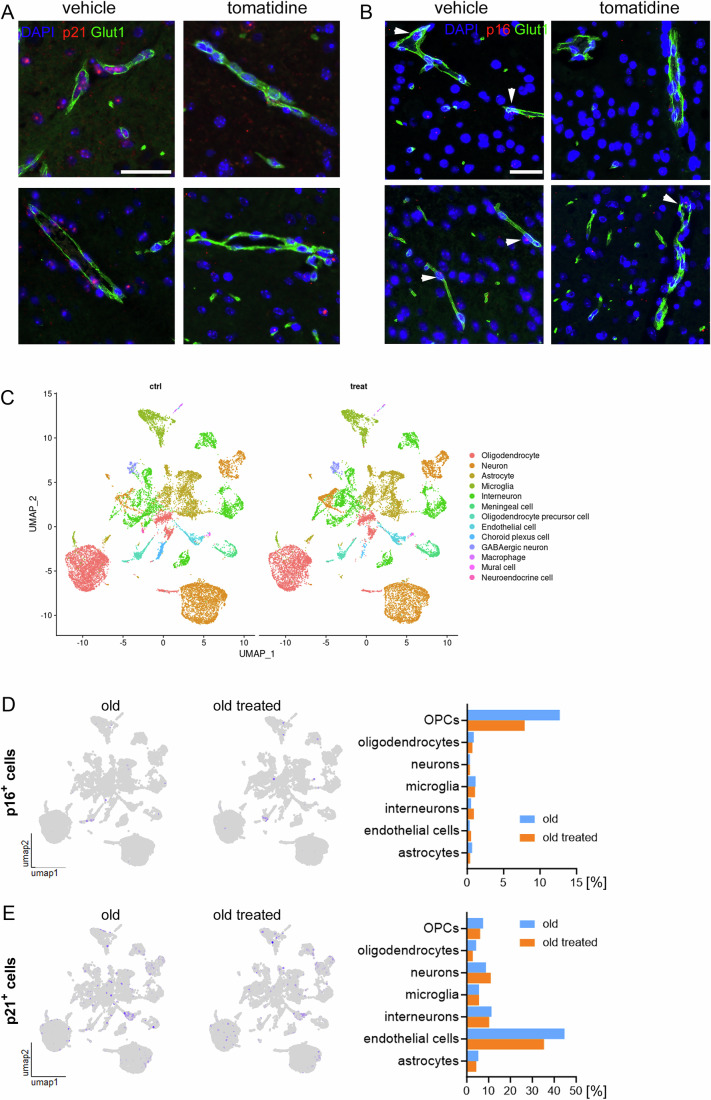
RNA-ISH and scRNA-seq analysis of p16 and p21 expression in brain endothelial cells. (**A**) Representative RNA-ISH images showing p21 mRNA expression in GLUT1-positive brain endothelial cells (blue: DAPI; red: p21; green: GLUT1). Scale bar 50 μm. (**B**) Representative RNA-ISH images showing p16 mRNA expression in GLUT1 positive BBB endothelial cells (blue: DAPI; red: p16; green: GLUT1). White arrows indicate positive endothelial cells. Scale bar 30 μm (**C**) UMAP representation of all cell types colored by class from tomatidine treated and untreated controls. scRNA-seq was performed on hippocampus pooled from four animals per group. (**D**) UMAP representation and quantification of p16^+^ cells from tomatidine treated and untreated controls. (**E**) UMAP representation and quantification of p21^+^ cells from tomatidine treated and untreated controls. Source data are available online for this figure.

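After rebuilding the clusters, 15115 control and 14502 tomatidine cells were divided into classes. Excitatory neuron-like cells made up 29.1% of control and 27.1% of tomatidine cells, oligodendrocyte-like cells 20.3% and 16.4%, and astrocyte-like cells 12.2% and 14.7%. Endothelial-like cells made up 1.88% (1.67 to 2.11) of control and 2.82% (2.56 to 3.10) of tomatidine cells, a difference of 0.941 points (0.597 to 1.29). Choroid plexus-like cells made up 2.22% (1.99 to 2.47) and 0.221% (0.151 to 0.311). Clusters that met no marker rule held 17.7% of control and 22.0% of tomatidine cells; this rule was set after the clusters were seen. Between settings, the unnamed share moved most, from a difference of 4.25 points to 1.67 points with both sets of thresholds in the Methods. Cdkn2a was found most often in OPC-like cells, in 50 of 382 control cells (13.1%, 9.87 to 16.9; median 6662.5 UMIs) and 25 of 345 tomatidine cells (7.25%, 4.74 to 10.5; median 5511 UMIs). Thinned to equal depth, with 38 and 41 cells left out, these shares were 3.65% and 2.06%, and the difference moved from −5.84 points (−10.2 to −1.42) to −1.02 points (−3.13 to 1.16) at 1000 UMIs. The Cdkn2a CPM in these cells was 26.5 and 15.4, a log2 ratio of −0.78 (−1.41 to −0.18). In the other 6 classes of the bar plots, the share of p16-positive cells was at most 0.977% in either library. Among these classes, the interval of the Cdkn2a CPM ratio excluded 0 only in astrocyte-like cells (log2 −1.27, −2.61 to −0.04). That ratio rests on 18 control and 9 tomatidine UMIs, and the difference in shares (−0.230 points, −0.753 to 0.239) included 0.

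**Figure D3:**
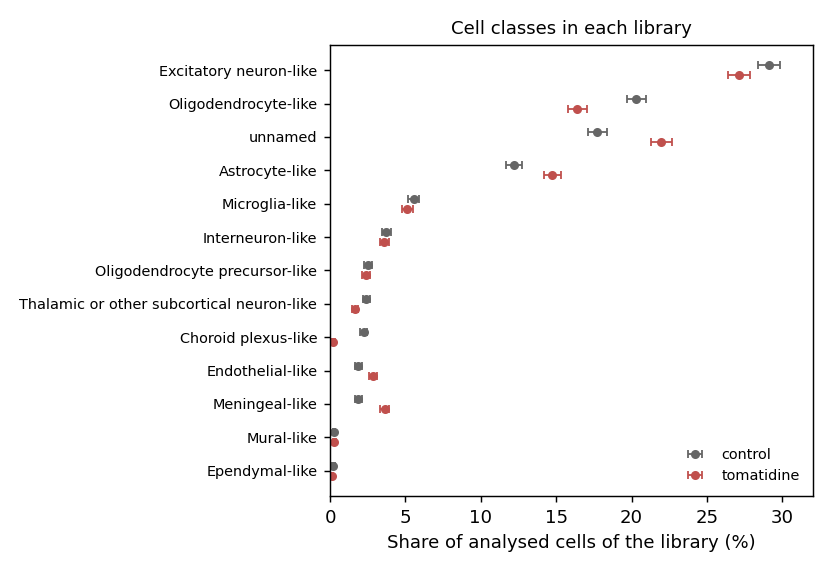
Share of the analysed cells of each library in each class (x axis, percent; classes on the y axis), with control in gray and tomatidine in red. Bars are 95% exact binomial intervals for counting error only, and the choroid plexus-like class lies at 2.22% in control and 0.221% in tomatidine cells.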

Altogether, these results identify tomatidine as a compound that counteracts senescence-associated decline and supports brain health during aging.

## Discussion

Tomatidine is a naturally occurring compound present in unripe tomatoes and other parts of the tomato plant, with growing interest for its nutritional and pharmacological potential. Previous studies have demonstrated that tomatidine extends lifespan and healthspan in *Caenorhabditis elegans* and improves muscle function and regeneration in aged mice, including reducing skeletal muscle atrophy, enhancing strength, and increasing exercise capacity (Ebert et al, 2015; Fang et al, 2017). Mechanistically, tomatidine has been implicated in the activation of mitophagy, inhibition of the NF-κB and MAPK signaling pathways, and suppression of ATF4 activity (Bailly, 2021; Fang et al, 2017). However, its potential to target cellular senescence, a key driver of aging and age-related dysfunction, has not been previously explored.

Our study identifies tomatidine as a compound with senotherapeutic properties, capable of modulating senescence both in vitro and in vivo. In this work, we first identified tomatidine through a high-content phenotypic screen in mouse embryonic fibroblasts, where it reduced SA-beta-Gal activity without affecting cell viability. Subsequent analyses in senescent human fibroblasts and brain endothelial cells, revealed that its predominant effect is suppression of SASP factors, without altering p16^INK4a^ or p21^CIP1^ levels, consistent with a senomorphic effect. In aged mice, dietary tomatidine administered for only 3 months was sufficient to reduce frailty, improve neuromuscular coordination, and enhance cognitive performance, highlighting its potential to restore healthspan in late life.

Tomatidine reduced the expression of senescence-associated markers p16^Ink4a^, p21^Cip1^, and TAF in multiple tissues, including liver, skin, hippocampal neurons, and brain endothelial cells. In the brain, these changes were accompanied by a reduction in microglial activation and inflammatory cytokines. This broader in vivo reduction suggests that tomatidine may influence senescence not only by suppressing the SASP, but also by limiting the bystander effect associated with senescent cells, thereby reducing the spread of senescence to neighboring cells or enhancing the removal of existing senescent cells.

Importantly, we demonstrate that tomatidine reduces senescence-associated markers in brain endothelial cells (BECs) and increases the expression of tight junction-associated genes. As BEC senescence has been linked to BBB dysfunction during aging (Novo et al, 2024), these findings raise the possibility that tomatidine helps preserve BBB integrity. However, a limitation of our study is that BBB permeability was not directly assessed, preventing us from establishing a causal relationship between BEC senescence, tight junction regulation, and BBB function.

A strength of our study is the comprehensive, multi-tissue analysis of senescence markers and functional outcomes following a short-term intervention in aged animals, supporting tomatidine’s potential for translational aging therapies. The observation that tomatidine improves both systemic and cognitive aging phenotypes further supports its broad gerotherapeutic potential.

Nonetheless, important questions remain. The precise molecular targets of tomatidine in senescent cells have not yet been defined, and its actions are likely pleiotropic. While our findings strongly suggest a role in suppressing the SASP and reducing senescent cell burden, further work is needed to determine whether these effects in vivo are mediated by enhanced immune-mediated clearance, inhibition of senescent cell survival pathways, or direct modulation of the SASP.

In summary, our work identifies a previously unrecognized senescence-modulating role for tomatidine, a natural and orally administered compound. Across multiple tissues, including the brain, tomatidine reduced markers of senescence and inflammation and improved functional outcomes in aged mice. While comprehensive toxicological and long-term safety studies remain to be conducted, these findings highlight tomatidine as a promising candidate for future mechanistic and translational studies aimed at improving health and cognitive function during aging.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
C57BL/6 (*M.musculus*)	Jackson Laboratory	RRID:IMSR_JAX:000664
**Recombinant DNA**		
N/A		
**Antibodies**		
Actin	Thermo Fisher	A2066
Claudin-5	Invitrogen	34-1600
ƴ-H2AX	Cell Signalling	9718S
GLUT1	Abcam	ab115730
IBA1	FujiFilm	019-19741
Occludin	Abcam	AB216327
VE-Cadherin	R&D systems	#AF1002
ZO-1	Invitrogen	33-9100
**Oligonucleotides and other sequence-based reagents**		
*CDKN1A*	IDT	Hs.PT.58.40874346.g
*CDKN2A*	IDT	Hs.PT.58.40743463.g
CCL2	IDT	Hs.PT.58.45467977
IL1α	IDT	Hs.PT.58.40913627
IL1β	IDT	Hs.PT.58.1518186
IL6	IDT	Hs.PT.58.24382464.g
IL8	IDT	Hs.PT.58.39926886.g
TBP	IDT	Hs.PT.39a.22214825
Telomere-specific TelC-Cy3 peptide nucleic acid probe	Panagene	F1002
RNA-ISH probes	ACDBio	411011 (p16) | 408551 (p21)
**Chemicals, enzymes and other reagents**		
Tomatidine	Enzo Life Sciences	BML-GR335-0000
SA-β-gal	Thermo Fisher Scientific	C12FDG
Hoechst 33342	Thermo Fisher Scientific	H1399
ProLong™ Gold Antifade Mountant containing DAPI	Invitrogen	P36935
Power SYBR® Green PCR Master Mix	Invitrogen	4367659
PerfeCTa ToughMix	QuantaBio	95112–250
Bio-Rad protein assay- reagent A	Bio-Rad	500-0113
Bio-Rad protein assay- reagent B	Bio-Rad	500-0114
Bio-Rad protein assay- reagent C	Bio-Rad	500-0115
Clarity ECL Western Blot Substrate	Bio-Rad	170–5060
KwikQuant Western blot detection kit	Kindle Bioscience	R1100
Citrate buffer	Agilent-Dako	S236984
**Software**		
EthoVision XT	Noldus Information Technology, Wageningen, Netherlands	
GraphPad Prism version 8	GraphPad Software, San Diego, CA	
Med-PC Software Version 4.0	Med Associates	
Bio-Rad CFX Manager software	Bio-Rad	
Quantity One software	Bio-Rad	
**Other**		
Mouse Cytokine Array/ Chemokine Array18-Plex	Eve Technologies: Canada	MDHSTC18
RNA-ISH kit	ACDBio	322350
RotaRod	Ugo Basile	47650
Real-Time System	Bio-Rad	CFX96™
Thermal Cycler	Bio-Rad	C100™
iBright System	Invitrogen	1500
Chromium Next GEM Single-Cell Fixed RNA Preparation Kit	10x Genomics	CG000553
Chromium Fixed RNA Profiling Kit	10x Genomics	CG000477
AVITI 2×75 High Output Cloudbreak Freestyle Kit	Element Biosciences	860-00015
Avidin Biotin Blocking Kit	Vector Labs	SP-2001
Microscope	Leica	DFC7000GT

### Experimental model

Experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at Mayo Clinic (protocol A00005445). C57BL/6 wild-type mice (both sexes) were purchased from Jackson Laboratory (Bar Harbor, ME, USA) at 20 months of age and housed in a pathogen-free facility under controlled environmental conditions, including a temperature range of 23–24 °C and a 12-h light/dark cycle. Mice were maintained in static, autoclaved HEPA-ventilated microisolator cages (27 × 6.5 × 15.5 cm) containing autoclaved Enrich-o’Cobs bedding. Bedding and cages were changed biweekly in class II biosafety cabinets. Routine quarterly pathogen testing consistently yielded negative results. At 21 months of age, mice were randomly assigned to one of two dietary groups. Animals received ad libitum access to water and either standard mouse chow (Lab Diet 5053, St. Louis, MO) or chow supplemented with 0.05% tomatidine (Diets Inc., New Jersey, USA). Tomatidine (BML-GR335-0000; ≥90% purity by thin-layer chromatography, TLC) was purchased from Enzo Life Sciences (Farmingdale, NY, USA) and incorporated into the diet by Research Diets Inc. (New Brunswick, NJ, USA). The dietary intervention was maintained for 3 months. For comparison, we included a separate cohort of 4-month-old young mice (C57BL/6) of both sexes, also obtained from Jackson Laboratory, which served as untreated controls. At the end of the treatment period, mice were euthanized, and organs were harvested for downstream analyses. Mouse tissues were either snap-frozen in liquid nitrogen for biochemical analysis or fixed in 4% paraformaldehyde (PFA) for 24 h. Fixed samples were then processed, embedded in paraffin, and sectioned at 3-μm thickness for further analysis.

### Senotherapeutic screening

Senescence was evaluated based on SA-β-gal activity using a C12FDG staining assay. Senescent Ercc1^−/−^ MEFs were generated by passaging the cells three times at 20% O₂ and then seeded at 3000 cells per well in black-wall, clear-bottom 96-well plates at least 16 h prior to treatment. Following the addition of compounds, cells were incubated for 48 h at 20% O₂. After removing the medium, cells were incubated with 100 nM Bafilomycin A1 in culture medium for 60 min to induce lysosomal alkalinization, followed by 20 μM C12FDG (7188, Setareh Biotech, USA) for 2 h and counterstaining with 2 μg/mL Hoechst 33342 (H1399, Thermo Fisher Scientific, MA, USA) for 15 min. Cells were then washed with PBS, fixed in 2% paraformaldehyde for 15 min, and imaged with six fields per well using a Cytation 1 high-content fluorescence imaging system (BioTek, VT, USA).

### Y maze

Spatial and working memory assessments in mice were conducted using a Y maze setup. The Y maze apparatus consists of three identical arms with elevated walls. Mice were habituated to the testing room for at least one hour prior to the experiment. During the training phase, one arm (the novel arm) was blocked, and mice explored the other two arms for 10 min. Following a 30-min rest period, the test phase was conducted, during which all three arms were accessible for 5 min. Behavior was recorded and analyzed using EthoVision XT (Noldus, Wageningen, Netherlands). Cognitive performance was evaluated by measuring spontaneous alternation, specifically the number of entries into the novel arm and the total time spent in it.

### Stone T maze

Cognitive performance was assessed using a water-motivated version of the Stone T maze, custom-built by the Mayo Clinic workshop, which is sensitive to age-related deficits in learning and memory. The apparatus consisted of an acrylic-roofed maze positioned in a shallow steel pan filled with water (~3 cm), motivating mice to walk and to navigate toward a dry goal box. On Day 1, mice underwent straight-run training to acclimate to the escape paradigm. Each mouse was placed in the start box and allowed to traverse a straight maze to reach the goal box. Upon entry, mice were gently dried with a towel and placed in a heated holding cage. The testing room was maintained at a comfortable ambient temperature, and the holding cage was partially warmed with a heat lamp, allowing self-regulated exposure to heat. Each mouse completed three straight-run trials per session, with three sessions separated by 15-min intervals, totaling nine training trials. Maze testing was conducted the following day. After one hour of habituation in the testing room, each mouse was placed in the start box and allowed to explore the maze for up to 6 min. Latency to reach the goal box and the number of errors defined as full-body entries into incorrect arms, including each distinct path at T-junction dead ends were recorded. Inter-trial intervals of 15 min were maintained. After each trial, mice were dried with a towel and returned to the heated holding cage. Trials in which a mouse failed to reach the goal box within 5 min were marked as unsuccessful. Mice exhibiting three consecutive unsuccessful trials or signs of impaired thermoregulation (e.g., excessive shaking) were excluded from further testing. Each mouse completed a total of nine acquisition trials.

### Elevated plus maze

Anxiety-like behavior and locomotor activity were assessed using the elevated plus maze (EPM) test. The apparatus consisted of two open arms (25 × 5 cm each) and two closed arms (25 × 5 cm each), arranged at right angles to a central platform (5 × 5 cm) and elevated 40 cm above the floor. To minimize environmental stress, mice were acclimatized to the testing room for at least 1 h prior to the experiment. Each mouse was placed individually at the center of the maze, facing an open arm, and allowed to explore freely for 5 min. Behavior was recorded using a video camera and analyzed with EthoVision XT tracking software (Noldus Information Technology, Wageningen, Netherlands). Anxiety-like behavior was evaluated by quantifying the number of entries into open arms and the total time spent in them.

### RotaRod

Motor coordination and maximal walking speed were assessed using an accelerating RotaRod (Ugo Basile, RotaRod 47650). Mice were trained for three consecutive days prior to testing. Training sessions consisted of mice remaining on the rotating rod at constant speeds of 4, 6, and 8 revolutions per minute (rpm) for up to 300 s on days 1, 2, and 3, respectively. On the test day, the rod accelerated linearly from 4 to 40 rpm over 300 s. The latency to fall and the corresponding speed at the time of fall were recorded. Each mouse completed three test trials, and the average performance across trials was used for analysis.

### Pole test

Balance and motor coordination were assessed using the Pole Test. Mice were placed at the center of a horizontal pole (60 cm in length), elevated 50 cm above ground. To ensure animal safety, a box filled with soft padding was positioned beneath the apparatus to cushion potential falls. During each trial, mice were allowed to move freely in either direction along the pole for up to 60 s. A trial was considered successful if the mouse remained on the pole for the entire duration without falling. Each mouse completed five trials, with 30-s rest intervals between trials. Time spent on the pole during each trial was recorded as a measure of motor coordination and balance.

### Forelimb grip strength analysis

Forelimb grip strength was measured using a grip strength meter equipped with a computer-integrated force transducer. Mice were allowed to grasp a horizontal metal bar with their forelimbs and were then gently pulled backward until they released the bar. The peak force exerted during each attempt was recorded. Each mouse completed three consecutive trials, and the average peak force was used for analysis.

### Frailty measurements

Frailty was evaluated using a 27-parameter clinical frailty index, as previously described by (Whitehead et al, 2013). Each parameter was scored on a three-point scale: 0 for absent, 0.5 for mild, and 1 for severe phenotype. Assessed parameters included evaluations of the integument, musculoskeletal system, vestibulocochlear/auditory function, ocular and nasal systems, digestive system, urogenital system, respiratory system, signs of discomfort, as well as measurements of body weight (g) and body surface temperature (°C). This index provides a non-invasive, quantitative measure of overall health status in aging mice. The frailty index was calculated as the average score across all parameters assessed. We measured body weight, body temperature, fore limb strength but these measures are not included in the combinded frailty index.

### Human IMR90 lung fibroblasts

Human IMR90 lung fibroblasts were obtained from American Type Culture Collection (ATCC) and cultured in EMEM medium with 10% FBS and pen/strep antibiotics. Cells were obtained from an authenticated commercial source and were used without further independent authentication. Mycoplasma testing is performed regularly. To induce senescence, cells were treated with 20 Gy X-ray irradiation.

### Human brain endothelial cells (HBECs)

Human brain endothelial cells (HBECs, #1000) were cultured in Endothelial Cell Medium (ScienCell, #1001) supplemented with FBS (#0025), endothelial cell growth supplement (#1052) and penicillin/streptomycin (#0503). Cells were obtained from an authenticated commercial source and were used without further independent authentication. Mycoplasma testing is performed regularly. Cells were maintained at 37 °C in a humidified incubator with 3% O₂ and 5% CO₂. To induce senescence, cells were treated with 10 Gy X-ray irradiation.

#### Senolytic assay of tomatidine

On day 10 post-irradiation, when cells exhibited a fully senescent phenotype, cultures were treated with tomatidine hydrochloride at the indicated concentrations for 48 h. Vehicle-treated controls received 0.1% DMSO.

#### Senomorphic assay of tomatidine

Immediately after irradiation, cells were cultured in medium containing tomatidine, which was replenished every other day for 10 days. On day 10, cells were harvested for RNA extraction and quantitative PCR to assess changes in senescence-associated and SASP gene expression. Non-irradiated cells cultured under identical conditions served as controls.

### RT-qPCR

Total RNA was isolated from homogenized tissue biopsies or cells using TRI Reagent (Sigma-Aldrich) or the RNeasy Mini Kit (Qiagen, 74106), following the manufacturer’s instructions. Complementary DNA (cDNA) was synthesized using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher, 4368814) according to the manufacturer’s protocol. Quantitative real-time PCR (RT-qPCR) was performed using one of the following reagent kits: Power SYBR® Green PCR Master Mix (Invitrogen, 4367659) on a C100™ Thermal Cycler (Bio-Rad), PerfeCTa ToughMix (QuantaBio, 95112–250) on a CFX96™ Real-Time System (Bio-Rad), or Brilliant III Ultra-Fast SYBR Green qPCR Master Mix (Agilent Technologies) on a Bio-Rad Real-Time PCR System. Data acquisition and analysis were done using Bio-Rad CFX Manager software. Predesigned primers and probes from IDT PrimeTime.

### Western blotting

Previously prepared hippocampal homogenates were used for protein analysis. Protein concentrations were determined using the Bio-Rad protein assay (Bio-Rad, reagent A, 500-0113; reagent B, 500-0114; reagent C, 500-0115). Equal amounts of protein from each sample were resolved on Tris-glycine gels, and samples were then blotted onto a 0.45 μm polyvinylidene difluoride (PVDF) membrane (Millipore) using Trans-Blot SD Semi-Dry Transfer Cells (Bio-Rad). Membranes were blocked with 5% milk powder in TBS-T (TBS with 0.05% Tween-20 in PBS) at room temperature for 1 h and then incubated with primary antibodies in 1x TBS-T with 5% BSA overnight. The primary antibodies used were rabbit anti-claudin 5 (1:1000; 34-1600, Invitrogen), rabbit anti-occludin (1:1000; AB216327, Abcam), goat anti-ve-cadherin (1:1000; #AF1002, R&D systems), and rabbit anti-actin (1:1000; A2066. Thermo Fisher). After washing in TBS-T, the membranes were incubated with a peroxidase-conjugated secondary antibody in a dilution of 1:5000 for 1 h at room temperature. The membranes were then incubated with either Clarity ECL Western Blot Substrate (Bio-Rad, 170–5060) or the KwikQuant Western blot detection kit (Kindle Bioscience, R1100) according to the manufacturer’s instructions and visualized using iBright 1500 (Invitrogen). The optical density of immunoreactive bands was quantified using Quantity One software (Bio-Rad, California, USA). Protein expression levels were normalized to β-Actin and reported as relative values compared to the control group.

### Single-cell RNA-sequencing

Fixed single-cell suspensions were prepared from flash-frozen mouse brain tissue using the Chromium Next GEM Single-Cell Fixed RNA Preparation Kit (10x Genomics, CG000553, Rev B), following the manufacturer’s protocol. Tissue dissociation was performed with the gentleMACS Octo Dissociator (Miltenyi Biotec). Library construction was carried out using the Chromium Fixed RNA Profiling Kit (10x Genomics, CG000477, Rev C) in a single-plex format. Probe hybridization was conducted for 20 h at 42 °C, and indexing PCR was performed for 12 cycles. Prepared libraries were sequenced on the AVITI Sequencing Platform (Element Biosciences) using the AVITI 2 × 75 High Output Cloudbreak Freestyle Kit (Cat. No. 860-00015, Element Biosciences.

Sequencing data were aligned to the murine reference genome mm10. Data with at least 500 unique molecular identifiers (UMIs), log10 genes per UMI >0.8, >250 genes per cell, and a mitochondrial ratio of less than 20% were extracted, normalized, and integrated using the Seurat package v5.2.1 in R4.4.2. After quality control and integration, we performed a modularity-optimized Louvain clustering, leading to 13 distinct clusters. 

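With 2000 variable genes, 30 principal components, reciprocal PCA (RPCA) integration and a Louvain resolution of 0.8, Seurat gave 37 clusters. At a resolution of 0.3 there were 22 clusters and at 1.5 there were 48, while without integration there were 36. Of the 37 clusters, 12 stayed unnamed, because no class both led their 10 genes with the highest fold and had the most raised markers, with at least 3. In each of these clusterings, 1 cluster was endothelial-like.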

Subsequently, we performed the labeling for these 13 clusters manually with established key marker genes. The dotplot was designed using the Seurat package in accordance with the ggplot2 v3.5.2 package. The feature plots were created with the Seurat package, and the percentage of p16+ and p21+ cells was calculated according to any normalized count within each cell.

### QC sequencing

Initial QC was performed using CellRanger summary metrics for both the control and treated samples. The control library contained 15,912 cells, and the treatment library contained 15,185 cells, with high-confidence read mapping in both datasets (ctrl: 84.68%, treat: 84.10%). 

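UMI totals per cell had quartiles of 3436 and 19209 in the control library and of 3567 and 18799 in the tomatidine library, as counted from the deposited matrices. The lowest totals were 508 and 493 UMIs. The median number of UMIs per cell was 7556.5 in control cells and 7891 in tomatidine cells, with a median of 0.670% and 0.625% mitochondrial UMIs.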

Median per-cell sequencing depth and complexity were similar between samples: The control cells showed a median read per cell of 13,191 (median UMI/cell 7557, median detected genes/cell 3498), while the treatment cells showed a median read per cell of 13,347 (median UMI/cell 7.891, median detected genes/cell 3690).

Cells with low library complexity were removed using standard thresholds (nFeature_RNA <200 or > 6000; nCount_RNA <500). Cells with >10–15% mitochondrial transcripts were discarded. Doublets were removed using DoubletFinder with sample-specific expected doublet rates (1–2% for ~15k cells). 

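Before any filter, the deposited matrices held 15912 control and 15185 tomatidine cells, and the highest mitochondrial share of any cell was 12.9% and 11.1%. Fewer than 500 UMIs were found in 0 control and 2 tomatidine cells, and 489 and 385 cells failed the complexity threshold of the Single-cell RNA-sequencing section. More than 6000 genes were found in 3990 and 3941 cells. Under the thresholds of that section alone, 15423 and 14798 cells passed, and under both sets of thresholds 11922 and 11242. Scrublet, used here in place of DoubletFinder, called 0 cells doublets at its own threshold, so the highest 2% of scores in each library were removed, 308 control and 296 tomatidine cells.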

Only high-confidence singlets were retained. After QC filtering, both samples retained a comparable number of high-quality cells suitable for downstream integration and analysis, a batch correction was performed with Seurat v5 (RPCA-based) removing technical effects. After integration, UMAP was inspected to confirm successful mitigation of batch effects.

#### QC p21

To evaluate whether p21 expression could serve as a screening-quality readout across cell types, we computed classical assay metrics including the Z-factor, signal-to-background ratio (S/B), and coefficients of variation for p21-positive and p21-negative populations within each cluster. As expected for single-gene raw scRNA-seq counts, the p21-negative population exhibited uniformly zero expression across all cell types (µ = 0, σ = 0), while p21-positive cells showed moderate expression levels (µ = 0.45–1.29) but substantial variability (CV = 28–91%). This one-sided and zero-inflated distribution caused all S/B values to be infinite and resulted in strongly negative Z-factors in nearly all clusters (e.g., Interneurons: Z = −1.20; Neurons: Z = −0.96; Astrocytes: Z = −0.91; Microglia: Z =  −0.74). 

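Over both libraries together, p21-positive cells were found in 12 named classes, and the Z-factor (1 minus 3 SD over the mean of log-normalized expression in positive cells) was below 0 in each. It was −1.49 in interneuron-like cells (112 positive cells), −0.889 in excitatory neuron-like cells (808), −0.837 in astrocyte-like cells (158), −0.247 in microglia-like cells (57) and −0.467 in endothelial-like cells (262). With raw UMI counts in place of log-normalized values, the Z-factor of ependymal-like cells (20 positive cells) moved most, from −0.318 to −4.14, and that of interneuron-like cells moved to −3.41. In mural-like cells, where both positive cells had 1 UMI, it changed sign, and so did that of ependymal-like cells in the tomatidine library alone (0.244, 7 positive cells). The mean of positive cells ranged from 0.388 to 1.43 (natural log scale).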

Only rare cell types with extremely small positive subsets, such as macrophages (*n* = 4), produced slightly less negative or near-zero *Z* values (Z ≈ 0.16), but these estimates are not meaningful due to the small sample size. Collectively, these results confirm that raw p21 expression is unsuitable as a screening-quality assay readout in scRNA-seq data, as the inherent sparsity, zero inflation, and high variance among positive cells violate the assumptions underlying classical high-throughput screening metrics.

#### QC p16

We next computed classical screening-performance metrics (Z-factor, S/B ratio, and CV) for p16 expression across all annotated brain cell types. As with p21, the p16-negative population showed uniformly zero expression in every cluster (µ = 0, σ = 0), whereas p16-positive cells displayed moderate expression levels (µ = 0.12–1.49) but substantial variability (CV ranging from 28 to 130%). Because the negative population exhibited no measurable signal or variance, all S/B ratios were infinite, and all Z-factors were strongly negative across cell types (e.g., Interneurons: Z = −1.33; Endothelial cells: Z = −2.91; Neurons: Z = −0.68; Astrocytes: Z = −0.59). 

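For p16, the Z-factor was below 0 in 8 of 10 named classes. It was −1.95 in interneuron-like cells (6 positive cells), −2.61 in endothelial-like cells (2 positive cells), −1.01 in excitatory neuron-like cells (36) and −0.836 in astrocyte-like cells (21). It was 0.159 in choroid plexus-like cells and 0.307 in thalamic or other subcortical neuron-like cells, from 2 positive cells in each class. With raw UMI counts the sign changed in excitatory neuron-like cells (0.514) and in endothelial-like, microglia-like (10 positive cells) and meningeal-like cells (4), where each positive cell had 1 UMI. It also changed in microglia-like cells of the control library alone (0.128, 5 positive cells) and OPC-like cells of the tomatidine library alone (0.0185, 25 positive cells). The mean of p16-positive cells ranged from 0.201 to 1.49.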

Only very small p16+ subsets (e.g., choroid plexus cells: *n* = 2) produced marginally positive or near-zero *Z*-values (Z ≈ 0.16), but these estimates are not meaningful due to extremely low sample size. The consistently negative Z-factors reflect the inherently zero-inflated, one-sided nature of p16 transcription in single-cell RNA-seq data, where all negative cells have absolute zero counts and positive cells show high stochastic variability. Consequently, raw p16 expression is unsuitable as a high-content screening readout, and classical assay metrics such as Z and S/B do not provide interpretable assay-quality information for this marker in scRNA-seq. BBB We used the paper by (Zhao et al, 2020) as a framework to generate the graphs in Figure 4l, m.

### Cytokine array

Cytokine levels in hippocampal homogenates were quantified using a multiplex immunoassay platform. Tissue samples were homogenized in lysis buffer containing protease inhibitors and centrifuged to remove debris. Supernatants were collected, and total protein concentration was determined using the Bio-Rad protein assay. Samples were then submitted to Eve Technologies Corporation (Calgary, Alberta, Canada) for analysis using the Mouse Cytokine/Chemokine 18-Plex Discovery Assay® (MDHSTC18) platform. The assay was performed according to the company’s standard protocols. Cytokine concentrations were calculated from standard curves and are expressed in pg/mL. All values were normalized to total protein content and reported relative to control groups.

### Tissue section immunostaining

Formalin-fixed, paraffin-embedded (FFPE) tissue sections (3 μm) were deparaffinized in HistoClear and rehydrated through a graded ethanol series: 100% ethanol, 90% ethanol, and 70% ethanol, followed by two washes in distilled water. Antigen retrieval was performed by boiling slides in citrate buffer (pH 6.0; Agilent-Dako, S236984) for 10 min, followed by cooling at room temperature for 20 min and two PBS washes (5 min each). Sections were blocked in 1% bovine serum albumin (BSA), 1:60 normal goat serum or fetal bovine serum in PBS for 30 min at room temperature, then incubated overnight at 4 °C with the following primary antibodies: rabbit anti-Iba1, rabbit anti-GLUT1 and mouse anti-ZO-1. After washing with PBS, sections were incubated with species-specific secondary antibodies for 1 h at room temperature. Following three PBS washes, slides were mounted with ProLong™ Gold Antifade Mountant containing DAPI (Invitrogen) for nuclear counterstaining. For all immunohistochemical analyses, including RNA-ISH and Immuno-FISH, quantification parameters depended on the specific marker assessed. For tissue-based senescence markers (e.g., p16, p21, and TAF), a minimum of 100 cells per animal were analyzed. The number of fields examined was kept consistent across animals and experimental groups for each staining. The total number of images acquired per animal depended on the magnification used during imaging (e.g., 20× or 40× for general tissue analysis and 63× for TAF quantification).

### RNA-ISH

RNA in situ hybridization was performed using the RNAscope® 2.5 HD Reagent Kit-RED (Advanced Cell Diagnostics, ACD) according to the manufacturer’s protocol. Formalin-fixed, paraffin-embedded (FFPE) tissue sections were deparaffinized in HistoClear (2 × 5 min), rehydrated in 100% ethanol (2 × 1 min), and air-dried. Sections were incubated with hydrogen peroxide (H₂O₂) for 10 min at room temperature, followed by two washes in distilled water. Antigen retrieval was performed by boiling slides in 1X RNAscope Target Retrieval solution for 15 min. After rinsing in distilled water and 100% ethanol, slides were air-dried and incubated with Protease Plus reagent for 30 min at 40 °C. Tissue sections were then hybridized with target-specific probes against p21 (ACD #408551) and p16 (ACD #411011) for 2 h at 40 °C. Signal amplification was carried out sequentially using AMP1 (30 min at 40 °C), AMP2 (15 min at 40 °C), AMP3 (30 min at 40 °C), AMP4 (15 min at 40 °C), AMP5 (30 min at room temperature), and AMP6 (15 min at room temperature), with ACD wash buffer (WB) used for intermediate washes between steps. Chromogenic detection was performed using the RNAscope 2.5 HD Reagent Kit-RED. Following five final washes in distilled water, slides were counterstained and mounted using ProLong™ Gold Antifade Mountant with DAPI (Invitrogen). RNA-ISH quantification was performed by manually scoring positive cells relative to the total number of cells in each field. Nuclei were first identified and counted based on DAPI staining to determine the total cell number. Cells were classified as RNA-ISH–positive if they exhibited one or more foci corresponding to p16 or p21 transcripts. The percentage of RNA-ISH–positive cells was calculated as the ratio of positive cells to total DAPI-positive cells.

### Immuno-FISH

Formalin-fixed, paraffin-embedded (FFPE) tissue sections were deparaffinized in 100% HistoClear and rehydrated through a graded ethanol series (100, 90, and 70%; 2 × 5 min each), followed by two 5-min rinses in distilled water. Antigen retrieval was performed by immersing slides in 0.01 M citrate buffer (pH 6.0) and heating to boiling for 10 min. After cooling to room temperature, sections were rinsed in distilled water for 5 min. Tissue sections were blocked using normal goat serum (1:60 in PBS with 1% BSA) for 30 min at room temperature, followed by additional blocking with an Avidin/Biotin Blocking Kit (Vector Laboratories, Burlingame, CA) for 15 min per step. Sections were then incubated overnight at 4 °C with a rabbit monoclonal anti-γH2AX antibody (1:200; Cell Signaling Technology, #9718. Following three PBS washes, sections were incubated with a biotinylated goat anti-rabbit secondary antibody (1:200; Vector Laboratories, PK-6101) for 30 min at room temperature. After three more PBS washes, fluorescein-conjugated Streptavidin-Cy5 (1:500; Vector Laboratories, A-2011) was applied for 30 min at room temperature. Slides were washed again in PBS (3 × 5 min), then post-fixed with 4% paraformaldehyde in PBS for 20 min to stabilize antibody complexes. Sections were subsequently dehydrated in a cold ethanol gradient (70, 90, and 100%; 3 min each) and air-dried. For telomere-specific peptide nucleic acid fluorescence in situ hybridization (PNA-FISH), 10 μL of hybridization solution, containing 70% deionized formamide, 20 mM MgCl₂, 1 M Tris (pH 7.2), 5% blocking reagent, and 2.5 μg/mL Cy3-labeled (CCCTAA) telomere-specific PNA probe (PANAGENE), was applied to each section. Slides were denatured at 80 °C for 10 min and hybridized for 2 h at room temperature in the dark. Post-hybridization washes included 70% formamide in 2× SSC (10 min), followed by 2× SSC (10 min) and PBS (10 min). Slides were mounted with ProLong™ Gold Antifade Mountant with DAPI (Invitrogen) and imaged using high-resolution z-stacked fluorescence microscopy with a 63× objective lens. For telomere-associated foci (TAF) quantification, z-stack images were acquired to visualize DNA damage foci in three dimensions (as we have done before (Hewitt et al, 2012)). TAF were manually quantified by first identifying γ-H2AX foci within each nucleus, followed by detection of telomeric signals using a telomere-specific probe. A TAF was identified when a γ-H2AX foci colocalized with a telomeric signal throughout the z-stack. The total number of TAF per nucleus was subsequently recorded.

### Microscopic imaging

Microscopic imaging was performed using a Leica DFC7000GT inverted microscope.

### Quantification and statistical analysis

All results are expressed as mean ± standard error of the mean (SEM). Sample sizes were determined based on prior experience with similar experimental paradigms and on previously published studies, without formal power calculation. Animals were randomly assigned to experimental groups where applicable. Investigators were blinded to group allocation during data collection and analysis when feasible. Inclusion criteria were defined prior to experimentation, and no data were excluded unless technical issues (e.g., failed assays or sample loss) occurred. All statistical analyses, including the tests used, exact *n* numbers, and *p* values, are reported in the figure legends. Data distribution was assessed prior to selecting appropriate parametric or non-parametric statistical tests. Statistical analyses and graph generation were performed using GraphPad Prism version 10 (GraphPad Software, San Diego, CA). Differences between groups were assessed using unpaired two-tailed Student’s *t*-tests, one-way or two-way analysis of variance (ANOVA), followed by Tukey’s multiple comparisons test. A *p* value <0.05 was considered statistically significant. Significance levels are represented as follows: *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001 (***), and *p* < 0.0001 (****) as indicated in the respective figure legends.

### Graphics

Schematic illustrations for experimental design and organ-specific diagrams (liver, skin, and brain) in Figs. 1, 2, and 4, as well as Figs. EV1 and EV4 were created with BioRender.com.

## Supplementary information

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Figure EV1 Source Data

Figure EV2 Source Data

Figure EV3 Source Data

Figure EV4 Source Data

Figure EV5 Source Data

Expanded View Figures

## Data Availability

The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE312732. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44321-026-00400-0.

## References

[CR1] Ahsan A, Zheng Y, Ma S, Liu M, Cao M, Li Y, Zheng W, Zhou X, Xin M, Hu WW et al (2020) Tomatidine protects against ischemic neuronal injury by improving lysosomal function. Eur J Pharmacol 882:17328032580039 10.1016/j.ejphar.2020.173280

[CR2] Andjelkovic AV, Situ M, Citalan-Madrid AF, Stamatovic SM, Xiang J, Keep RF (2023) Blood-brain barrier dysfunction in normal aging and neurodegeneration: mechanisms, impact, and treatments. Stroke 54:661–67236848419 10.1161/STROKEAHA.122.040578PMC9993074

[CR3] Bailly C (2021) The steroidal alkaloids α-tomatine and tomatidine: Panorama of their mode of action and pharmacological properties. Steroids 176:10893334695457 10.1016/j.steroids.2021.108933

[CR4] Baker DJ, Petersen RC (2018) Cellular senescence in brain aging and neurodegenerative diseases: evidence and perspectives. J Clin Invest 128:1208–121629457783 10.1172/JCI95145PMC5873891

[CR5] Campisi J, d’Adda di Fagagna F (2007) Cellular senescence: when bad things happen to good cells. Nat Rev Mol Cell Biol 8:729–74017667954 10.1038/nrm2233

[CR6] Coppé J-P, Desprez P-Y, Krtolica A, Campisi J (2010) The senescence-associated secretory phenotype: the dark side of tumor suppression. Annu Rev Pathol 5:99–11820078217 10.1146/annurev-pathol-121808-102144PMC4166495

[CR7] Dyle MC, Ebert SM, Cook DP, Kunkel SD, Fox DK, Bongers KS, Bullard SA, Dierdorff JM, Adams CM (2014) Systems-based discovery of tomatidine as a natural small molecule inhibitor of skeletal muscle atrophy. J Biol Chem 289:14913–1492424719321 10.1074/jbc.M114.556241PMC4031541

[CR8] Ebert SM, Dyle MC, Bullard SA, Dierdorff JM, Murry DJ, Fox DK, Bongers KS, Lira VA, Meyerholz DK, Talley JJ et al (2015) Identification and small molecule inhibition of an activating transcription factor 4 (ATF4)-dependent pathway to age-related skeletal muscle weakness and atrophy. J Biol Chem 290:25497–2551126338703 10.1074/jbc.M115.681445PMC4646196

[CR9] Fang EF, Waltz TB, Kassahun H, Lu Q, Kerr JS, Morevati M, Fivenson EM, Wollman BN, Marosi K, Wilson MA et al (2017) Tomatidine enhances lifespan and healthspan in *C. elegans* through mitophagy induction via the SKN-1/Nrf2 pathway. Sci Rep 7:4620828397803 10.1038/srep46208PMC5387417

[CR10] Fielder E, Tweedy C, Wilson C, Oakley F, LeBeau FEN, Passos JF, Mann DA, von Zglinicki T, Jurk D (2020) Anti-inflammatory treatment rescues memory deficits during aging in nfkb1(-/-) mice. Aging Cell 19:e1318832915495 10.1111/acel.13188PMC7576267

[CR11] Fuhrmann-Stroissnigg H, Ling YY, Zhao J, McGowan SJ, Zhu Y, Brooks RW, Grassi D, Gregg SQ, Stripay JL, Dorronsoro A et al (2017) Identification of HSP90 inhibitors as a novel class of senolytics. Nat Commun 8:42228871086 10.1038/s41467-017-00314-zPMC5583353

[CR12] Gorgoulis V, Adams PD, Alimonti A, Bennett DC, Bischof O, Bishop C, Campisi J, Collado M, Evangelou K, Ferbeyre G et al (2019) Cellular senescence: defining a path forward. Cell 179:813–82731675495 10.1016/j.cell.2019.10.005

[CR13] Hewitt G, Jurk D, Marques FDM, Correia-Melo C, Hardy T, Gackowska A, Anderson R, Taschuk M, Mann J, Passos JF (2012) Telomeres are favoured targets of a persistent DNA damage response in ageing and stress-induced senescence. Nat Commun 3:70822426229 10.1038/ncomms1708PMC3292717

[CR14] Jurk D, Wang C, Miwa S, Maddick M, Korolchuk V, Tsolou A, Gonos ES, Thrasivoulou C, Jill Saffrey M, Cameron K et al (2012) Postmitotic neurons develop a p21-dependent senescence-like phenotype driven by a DNA damage response. Aging Cell 11:996–100410.1111/j.1474-9726.2012.00870.xPMC353379322882466

[CR15] Melo Dos Santos LS, Trombetta-Lima M, Eggen B, Demaria M (2024) Cellular senescence in brain aging and neurodegeneration. Ageing Res Rev 93:10214138030088 10.1016/j.arr.2023.102141

[CR16] Novo JP, Gee L, Caetano CA, Tomé I, Vilaça A, von Zglinicki T, Moreira IS, Jurk D, Rosa S, Ferreira L (2024) Blood–brain barrier dysfunction in aging is mediated by brain endothelial senescence. Aging Cell 23:e1427039143890 10.1111/acel.14270PMC11488312

[CR17] Ogrodnik M, Evans SA, Fielder E, Victorelli S, Kruger P, Salmonowicz H, Weigand BM, Patel AD, Pirtskhalava T, Inman CL et al (2021) Whole-body senescent cell clearance alleviates age-related brain inflammation and cognitive impairment in mice. Aging Cell 20:e1329633470505 10.1111/acel.13296PMC7884042

[CR18] Ogrodnik M, Zhu Y, Langhi LGP, Tchkonia T, Krüger P, Fielder E, Victorelli S, Ruswhandi RA, Giorgadze N, Pirtskhalava T et al (2019) Obesity-induced cellular senescence drives anxiety and impairs neurogenesis. Cell Metab 29:1061–1077.e106830612898 10.1016/j.cmet.2018.12.008PMC6509403

[CR19] Robbins PD, Jurk D, Khosla S, Kirkland JL, LeBrasseur NK, Miller JD, Passos JF, Pignolo RJ, Tchkonia T, Niedernhofer LJ (2021) Senolytic drugs: reducing senescent cell viability to extend health span. Ann Rev Pharmacol Toxicol 61:779–80332997601 10.1146/annurev-pharmtox-050120-105018PMC7790861

[CR20] Whitehead JC, Hildebrand BA, Sun M, Rockwood MR, Rose RA, Rockwood K, Howlett SE (2013) A clinical frailty index in aging mice: comparisons with frailty index data in humans. J Gerontol A Biol Sci Med Sci 69:621–63224051346 10.1093/gerona/glt136PMC4022099

[CR21] Zhang L, Pitcher LE, Prahalad V, Niedernhofer LJ, Robbins PD (2021) Recent advances in the discovery of senolytics. Mech Ageing Dev 200:11158734656616 10.1016/j.mad.2021.111587PMC8687661

[CR22] Zhang L, Pitcher LE, Prahalad V, Niedernhofer LJ, Robbins PD (2023) Targeting cellular senescence with senotherapeutics: senolytics and senomorphics. FEBS J 290:1362–138335015337 10.1111/febs.16350

[CR23] Zhang LJ, Salekeen R, Soto-Palma C, Elsallabi O, Ye H, Hughes B, Zhang B, Nunes A, Lee K, Xu W et al (2026) Polyunsaturated lipid senolytics exploit a ferroptotic vulnerability in senescent cells. Cell Press Blue 10.1016/j.cpblue.2026.100004

[CR24] Zhang LJ, Salekeen R, Soto-Palma C, He Y, Elsallabi O, Hughes B, Nunes A, Xu W, Zhang B, Mohamed A et al (2024) Development of novel flavonoid senolytics through phenotypic drug screening and drug design. Preprint at *bioRxiv*10.1101/2024.10.27.620529

[CR25] Zhao L, Li Z, Vong JSL, Chen X, Lai H-M, Yan LYC, Huang J, Sy SKH, Tian X, Huang Y et al (2020) Pharmacologically reversible zonation-dependent endothelial cell transcriptomic changes with neurodegenerative disease associations in the aged brain. Nat Commun 11:441332887883 10.1038/s41467-020-18249-3PMC7474063

# Supplementary material for: Tomatidine is a senotherapeutic compound that improves cognitive function and reduces cellular senescence in aged mice
**Source:** EMBO Mol Med. 2026 Apr 1;18(5):1530–50. doi: 10.1038/s44321-026-00400-0
**Supplement:** Supplementary file 11 — Expanded View Figures

## Expanded View Figures

### Figure EV1. Identification of tomatidine as a novel senomorphic compound.

(A) Schematic of the senescent cell-based screening workflow. Senescent cells were generated, seeded into 96-well plates, treated with compounds, stained with C12FDG (SA- $\beta$ -gal) and DAPI, imaged on a high-content system, and analyzed. (B) Concentration-response curves of tomatidine in senescent *Ercc1*<sup>-/-</sup> MEFs and in total *Ercc1*<sup>-/-</sup> MEF cultures. (C) Concentration-response curves comparing senescent *Ercc1*<sup>-/-</sup> MEFs to non-senescent WT MEFs. Responses were normalized to untreated controls and fit by nonlinear regression using a variable-slope model (GraphPad Prism). The  $IC_{50}$  for senescent *Ercc1*<sup>-/-</sup> MEFs was 1.24 (95% CI: 1.03–1.46), whereas the  $IC_{50}$  for non-senescent WT MEFs was 41.52 (95% CI: 21.42–140.5). The selectivity index (SI), calculated as  $IC_{50}$  (WT) /  $IC_{50}$  (senescent *Ercc1*<sup>-/-</sup>), was 33.5. Data were shown as mean  $\pm$  SD from  $n = 3$  independent experiments, technical replicates. “Total” denotes mixed cultures following the senescence-induction protocol. The non-senescent control data presented in panels (B, C) derive from the same experimental dataset. (D) Representative C12FDG fluorescence images (green: C12FDG/SA- $\beta$ -gal; blue: Hoechst). Scale bar, 100  $\mu$ m. (E) Illustration of the experimental setup for senomorphic assays. (F, G) Relative mRNA expression of p16, p21, and SASP-related genes in senescent IMR90 fibroblasts treated with tomatidine (in F)  $p < 0.0001$  and in (G) IL6  $p = 0.021$  and  $p = 0.005$ , IL8  $p < 0.0001$  and  $p < 0.0001$ , IL1a  $p = 0.001$  and  $p = 0.031$ , IL-1b  $p < 0.0001$  and  $p < 0.0001$ ). (H, I) Relative mRNA expression of p16, p21, and SASP-related genes in senescent HBMECs treated with tomatidine. (for both p16 and p21 in H):  $p < 0.0001$ , in (I): IL-6  $p = 0.0006$  and  $p < 0.0001$ , IL1a:  $p < 0.0001$  and  $p < 0.0001$ , IL-1b:  $p = 0.083$  and  $p = 0.0008$ , CCL2:  $p < 0.0001$  and  $p < 0.0001$ ). (J) Illustration of the experimental setup for senolytic assays. (K) Relative mRNA expression of p16 ( $p = 0.0102$ ) and p21 in senescent HBMECs after 48 h of tomatidine treatment. Data were presented as mean  $\pm$  s.e.m. (F–K). Statistical significance was determined using two-way ANOVA followed by Tukey’s multiple comparisons test.  $n = 3$ , technical replicates. Source data are available online for this figure.

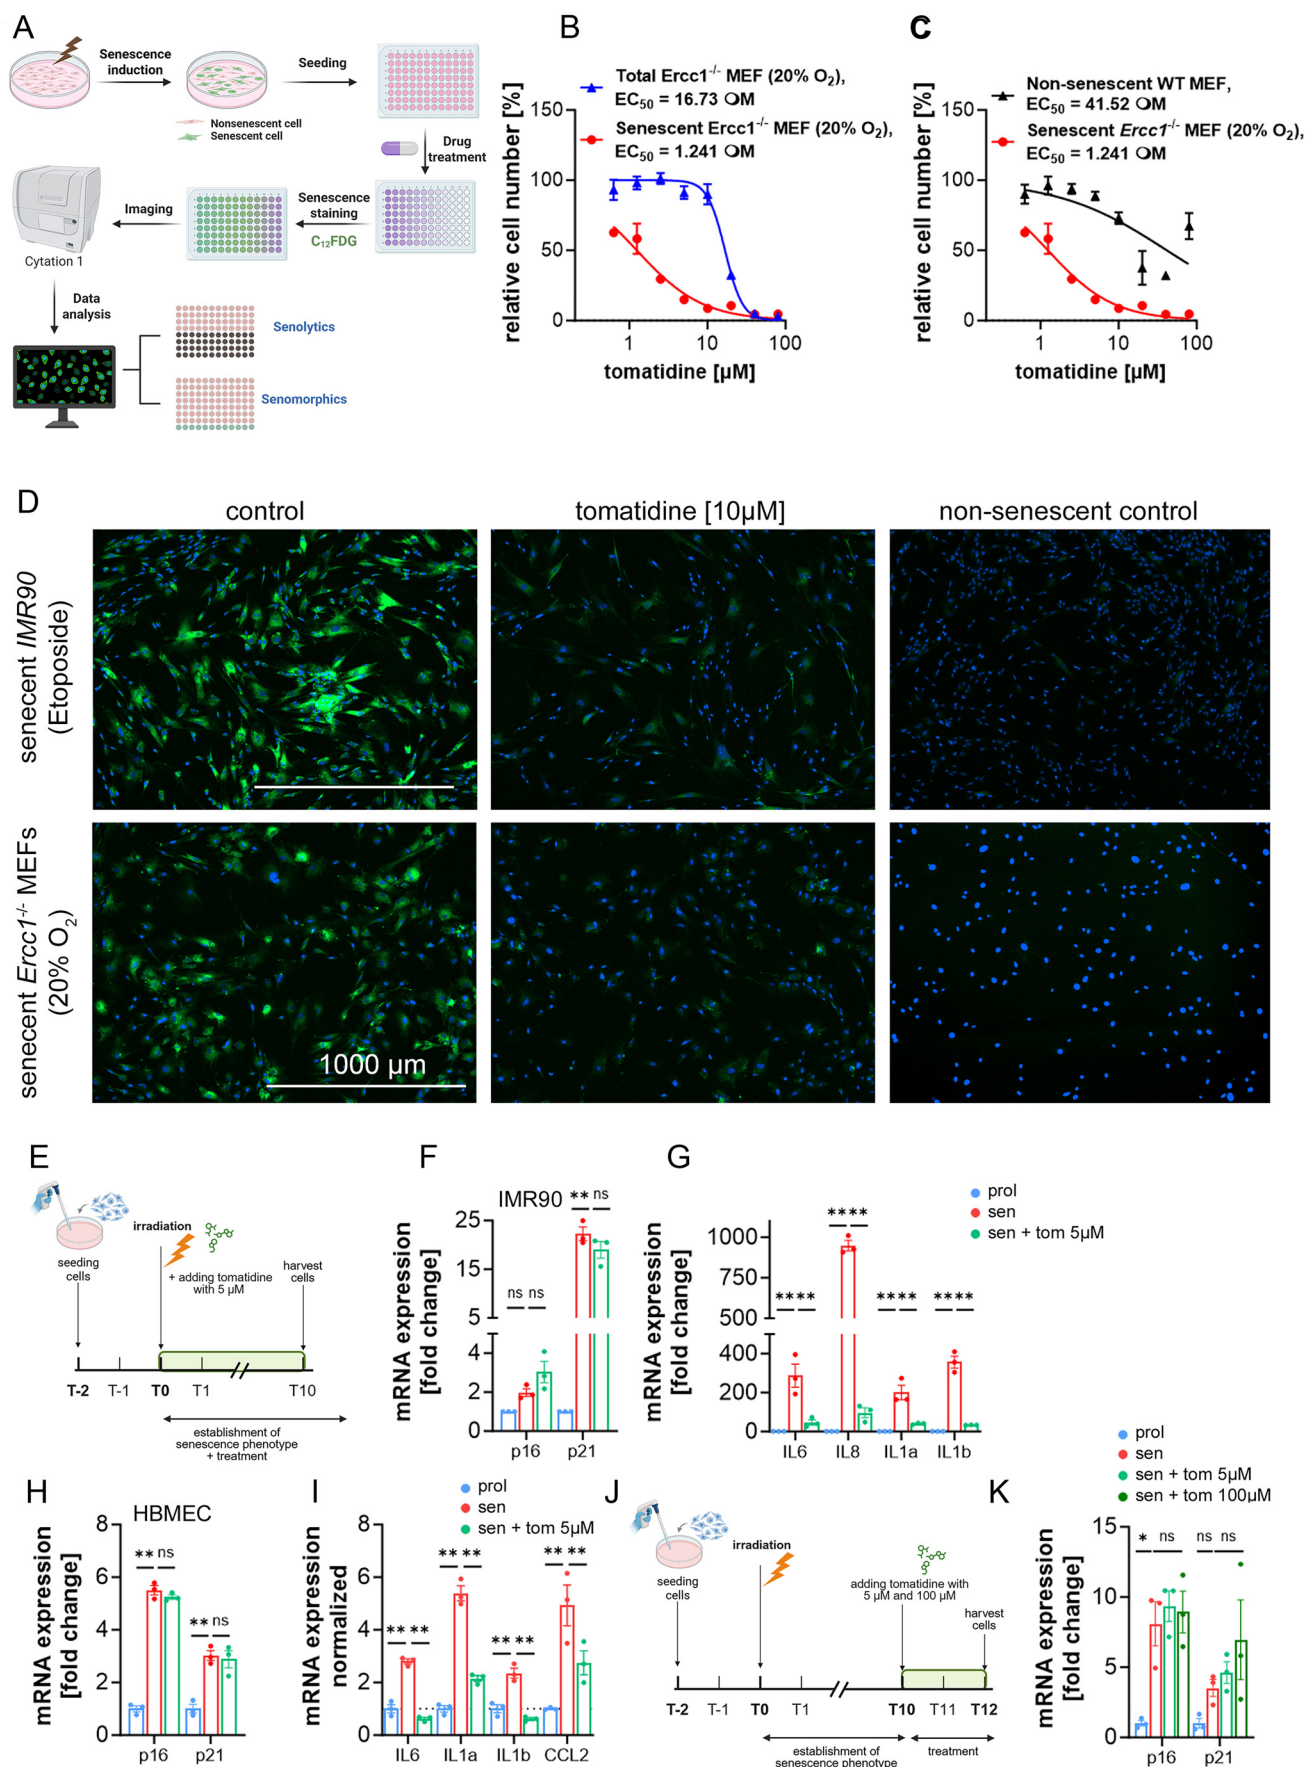

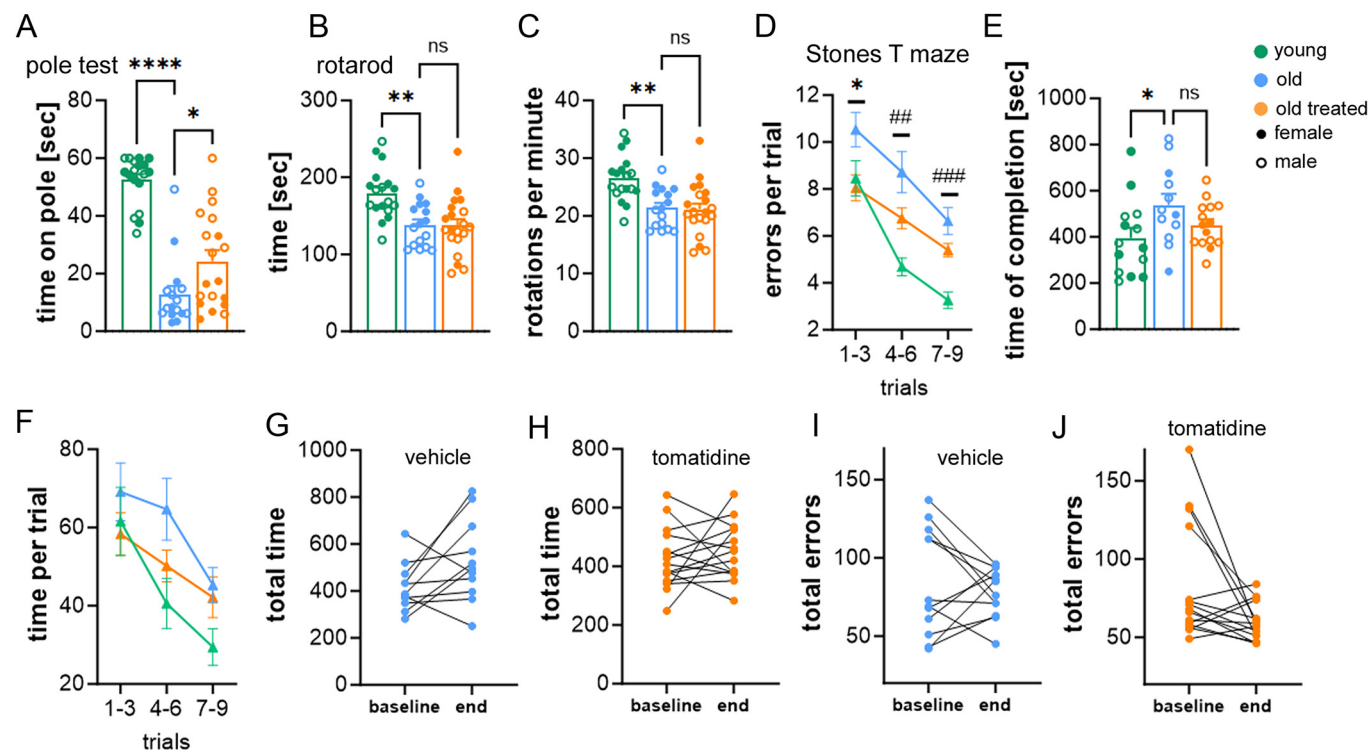

**Figure EV2. Healthspan and cognitive assessments in aged mice treated with tomatidine.**

(A) Performance on the pole test, measuring motor coordination and balance. (B, C) Rotarod testing showing (B) time spent on the rod and (C) maximal speed achieved. (D) Number of errors made in the Stone T maze across trials. Symbols: (\*) indicates a significant difference between old and old tomatidine-treated groups, (##) indicates significant differences between young and old groups. Significant improvements in errors made between trial 1-3 vs 7-9 ( $p = 0.0003$ ) and 4-6 vs 7-9 ( $p = 0.0092$ ) in treated animals and in untreated animals, significant improvements between trial 1-3 vs 7-9 ( $p = 0.0014$ ). (E, F) Time required to complete the Stone T maze in aged control and aged tomatidine-treated mice. (G, H) Comparison of baseline versus endpoint measurements for total time spent completing the maze. (I, J) Comparison of baseline versus endpoint measurements for total errors made prior to completing the maze. Data were presented as mean  $\pm$  s.e.m. Statistical significance was determined using one-way or two-way ANOVA followed by Tukey's multiple comparisons test.  $n = 15-23$ , biological replicates. Males are represented by open circles, females by filled circles. Source data are available online for this figure.

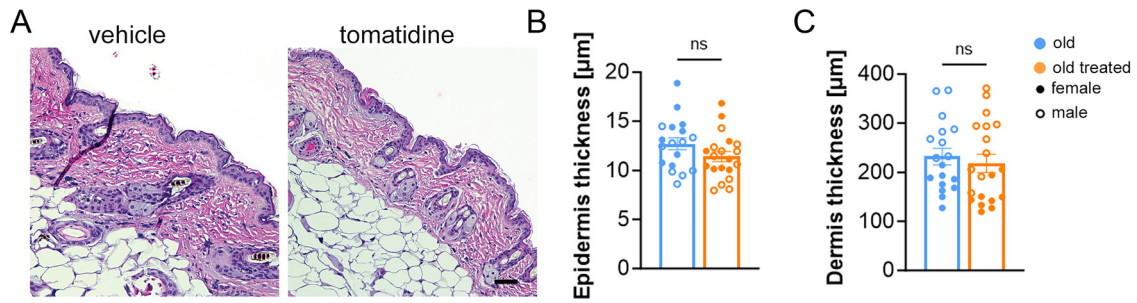

**Figure EV3. Skin thickness measurements in aged mice treated with tomatidine.**

(A) Representative H&E-stained skin sections from tomatidine-treated aged mice and untreated aged controls. (B) Quantification of epidermis thickness ( $p = 0.1238$ ). (C) Quantification of dermal thickness ( $p = 0.5839$ ). Data were presented as mean  $\pm$  s.e.m. Statistical significance was determined using a  $t$ -test. Scale bar = 50  $\mu$ m,  $n = 18$ –21, biological replicates. Males are represented by open circles, females by filled circles. Source data are available online for this figure.

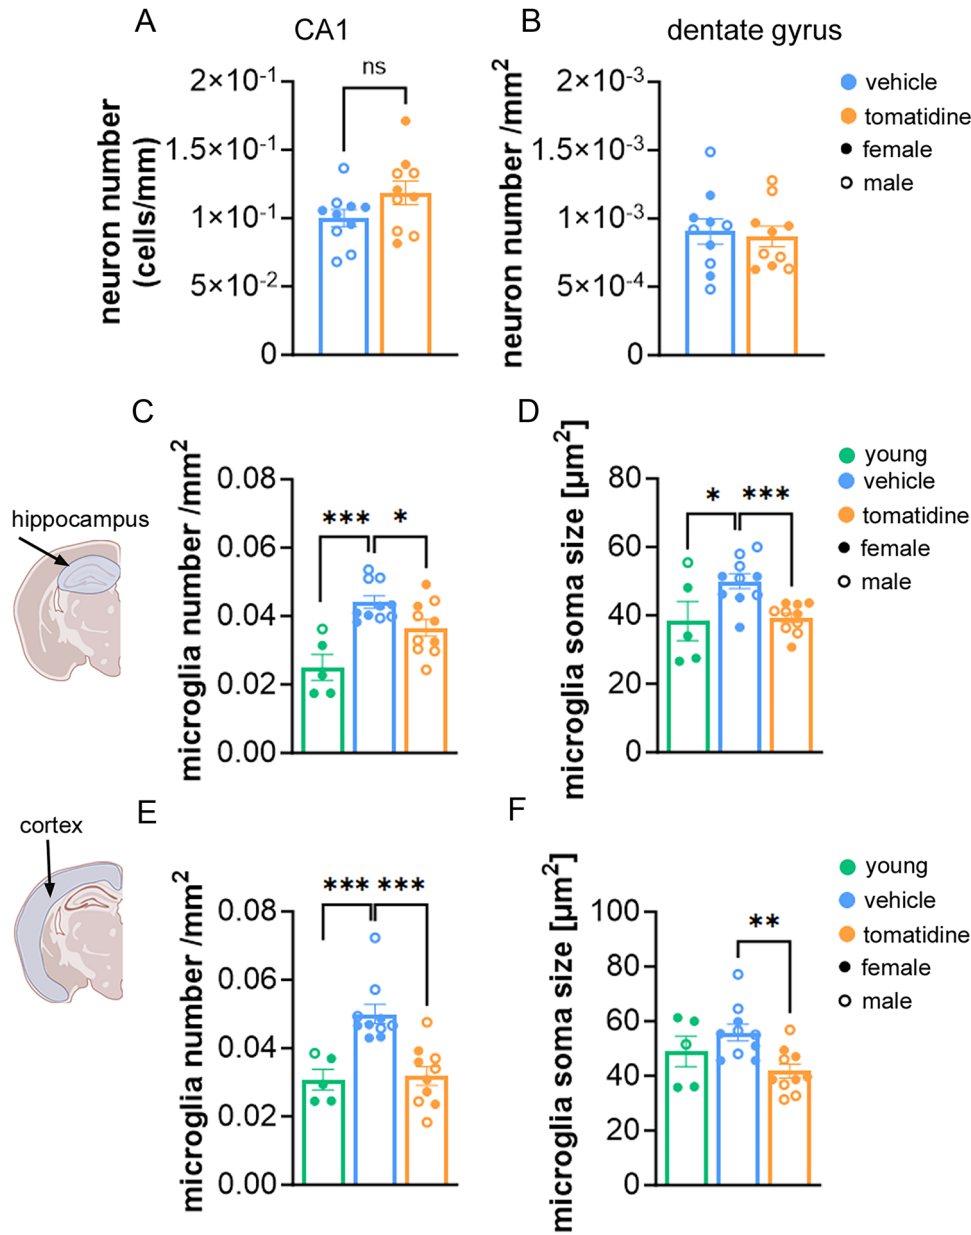

**Figure EV4. Neuronal density and microglial morphology in hippocampus and cortex of aged mice treated with tomatidine.**

(A) Quantification of neuronal density in CA1, showing the number of NeuN<sup>+</sup> neurons per mm length ( $p = 0.0501$ ). (B) Neuronal density in the dentate gyrus (DG) region of the hippocampus ( $p = 0.3802$ ). (C) Number of Iba1<sup>+</sup> microglia in the hippocampus; Exact  $p$  values for number Iba1<sup>+</sup> (Young vs. vehicle,  $p = 0.0002$ ; vehicle vs. tomatidine,  $p = 0.0230$ ). (D) Microglial soma size in the hippocampus, reflecting changes in activation state; Exact  $p$  values for soma size in hippocampus (young vs. vehicle,  $p = 0.037$ ; vehicle vs. tomatidine,  $p = 0.0003$ ). (E) Number of Iba1<sup>+</sup> microglia in the cortex; Exact  $p$  values for number Iba1<sup>+</sup> (Young vs. vehicle,  $p = 0.0009$ ; vehicle vs. tomatidine,  $p = 0.0002$ ). (F) Microglial soma size in the cortex; Exact  $p$  values for soma size in cortex (Young vs. vehicle,  $p = 0.2525$ ; vehicle vs. tomatidine,  $p = 0.0022$ ). Panels (C-F) present the same datasets included in the main figure; here, we additionally show the values from young control mice to allow direct comparison between young, aged, and tomatidine-treated aged groups. Data were presented as mean  $\pm$  s.e.m. Statistical significance was determined using a  $t$ -test or one-way ANOVA.  $n = 5-10$ , biological replicates. Males are represented by open circles, females by filled circles. Source data are available online for this figure.

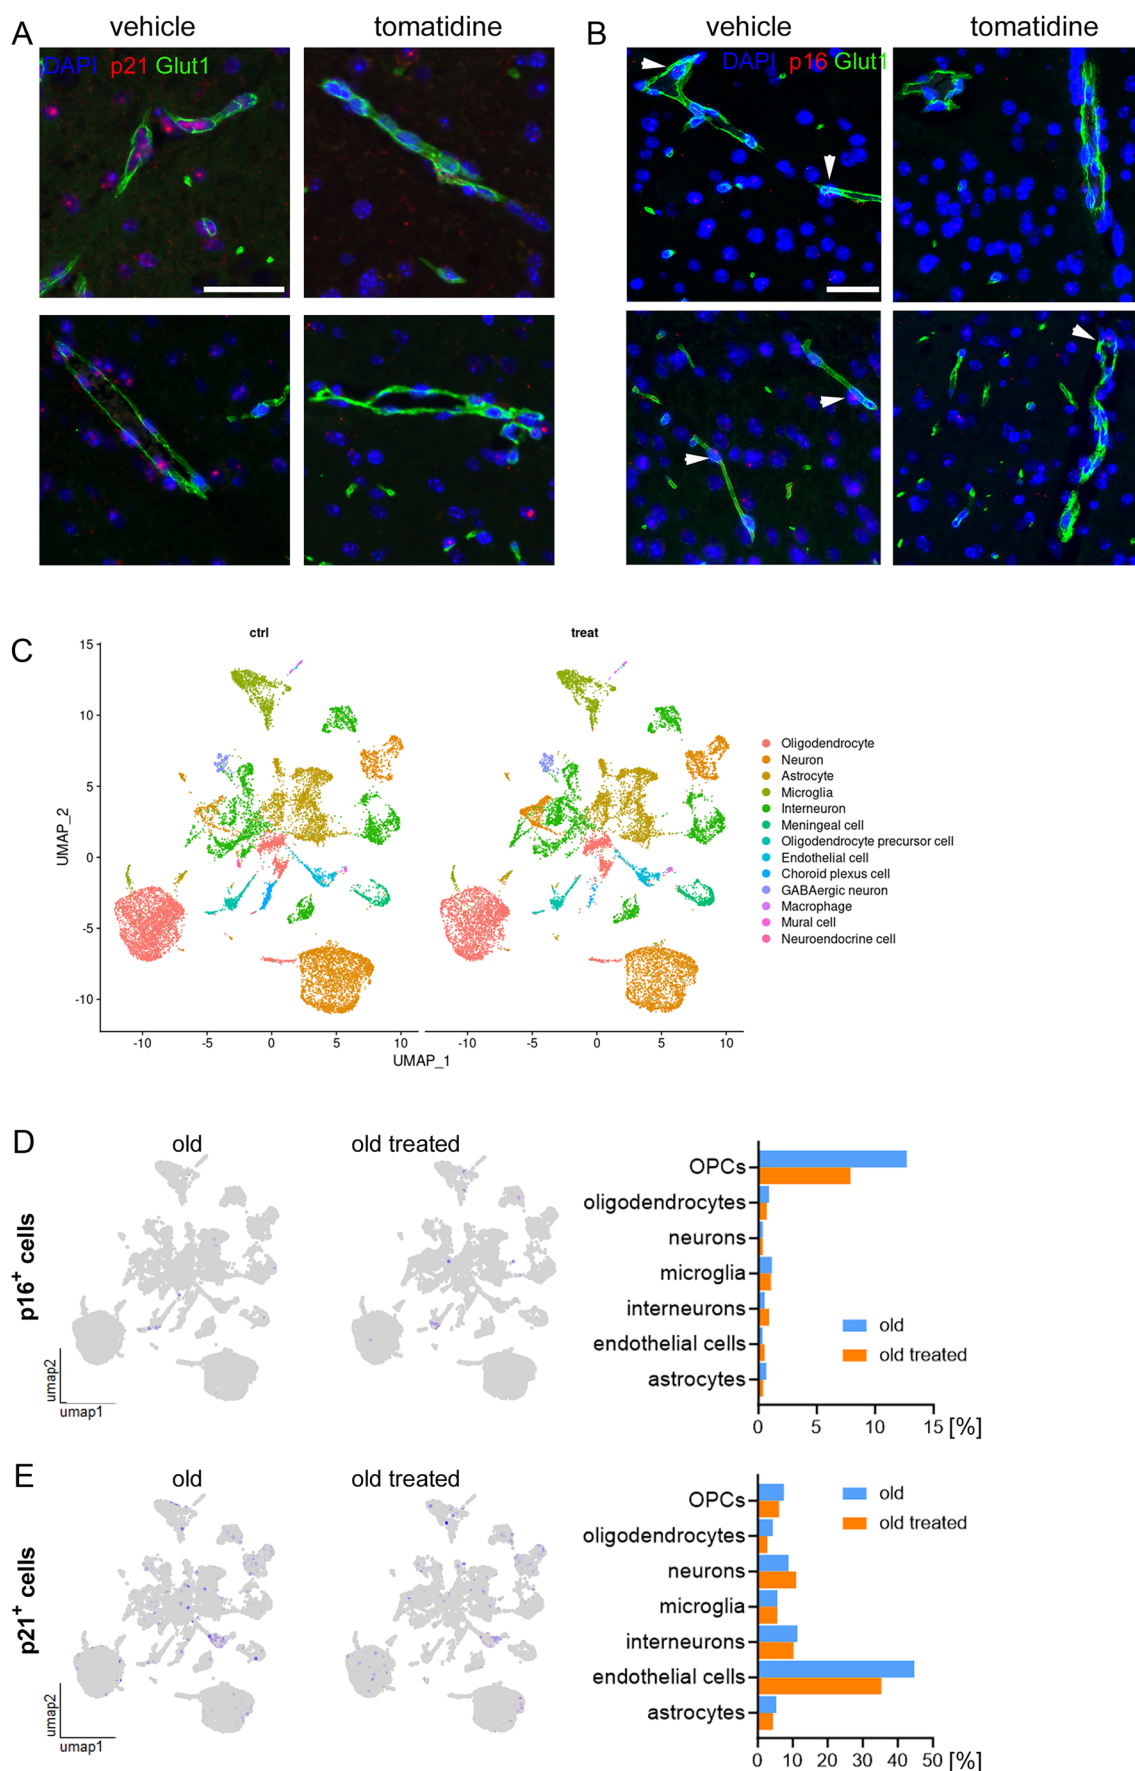

**Figure EV5. RNA-ISH and scRNA-seq analysis of p16 and p21 expression in brain endothelial cells.**

(A) Representative RNA-ISH images showing p21 mRNA expression in GLUT1-positive brain endothelial cells (blue: DAPI; red: p21; green: GLUT1). Scale bar 50  $\mu$ m. (B) Representative RNA-ISH images showing p16 mRNA expression in GLUT1 positive BBB endothelial cells (blue: DAPI; red: p16; green: GLUT1). White arrows indicate positive endothelial cells. Scale bar 30  $\mu$ m (C) UMAP representation of all cell types colored by class from tomatidine treated and untreated controls. scRNA-seq was performed on hippocampus pooled from four animals per group. (D) UMAP representation and quantification of p16<sup>+</sup> cells from tomatidine treated and untreated controls. (E) UMAP representation and quantification of p21<sup>+</sup> cells from tomatidine treated and untreated controls. Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

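Single-cell RNA-seq was done on hippocampus of aged mice, with 1 library from 4 pooled control mice and 1 from 4 pooled tomatidine-treated mice. The library labels and the study's Methods give the group, the pooling, the diet (0.05% tomatidine), the age at the start (21 months) and the treatment time (3 months). The authors prepared fixed cells with a probe-based kit, aligned the reads to mm10 and deposited filtered matrices of counts: each value is the number of UMIs of a gene in a cell, a whole number without normalization. Probe-based counts cover only genes with probes, and the matrices hold 19059 genes, with 6 symbols that occur more than once. Everything after these matrices was computed from the counts.

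Of 31097 deposited cells, those with at least 500 UMIs, over 250 genes, a ratio of log10 genes to log10 UMIs above 0.8 and under 20% mitochondrial UMIs were kept, as the study's Methods describe. Doublets were scored per library with Scrublet as in scanpy 1.11.5. Scrublet's own threshold called 0 cells in either library, so its call was not used, and the 2% of cells with the highest scores in each library were removed, near the rate of 1 to 2% that the Methods give for DoubletFinder. This left 29617 cells. They were log-normalized, integrated by RPCA and clustered in Seurat 5.3.0 under R 4.3.3, with 2000 variable genes, 30 principal components and Louvain resolution 0.8. Before clustering, 250 genes reported as results or linked to sex were left out. The study names Seurat v5.2.1 and R4.4.2.

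Markers of 16 classes were fixed before the data were examined. A cluster took the name of the class with the most markers among its 10 genes with the highest fold, if that class led alone there, had more raised markers than any other class and had at least 3 of them. A marker was raised when it was at least 2-fold higher than in the other cells and found in at least 10% of the cluster. This naming rule was written after the clusters were seen and was revised; the same cluster was endothelial-like under each version. Names were rebuilt and are not the study's, and differences from the study can come from them. A cluster mostly of 1 library may reflect that library and not a cell type.

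A cell was called positive for p21 or p16 with at least 1 UMI of Cdkn1a or Cdkn2a. Shares have exact (Clopper-Pearson) binomial intervals, differences of shares Newcombe intervals, summed UMIs exact Poisson intervals and log2 CPM ratios exact conditional binomial intervals, all at 95% and for counting error only. Depth differs between cells, so shares were also computed with each cell thinned to 1500, 1000 or 3000 UMIs, leaving out shallower cells. Thinned shares are the expected share over all ways of thinning. This replaced a single random draw after that draw was seen to be extreme: at 1500 UMIs it had given a difference in p21-positive endothelial-like cells of −5.90 points (−12.0 to −0.0761), while 200 further draws ranged from −9.97 to 1.95 points. Intervals of thinned shares take the rounded expected number of positive cells as a count. They therefore also hold the spread of a single thinning and are wider than the counting error of the expected share. With 1 library per group, no test between the groups was run and no p-value is given. A difference in the making of the libraries would have the same form as a difference between the groups.

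Gene coordinates and transcripts are those of GENCODE's mouse annotation for mm10 (GRCm38). Gene lists written before the data were examined covered tight junction, adherens junction, immediate early, glucocorticoid response, p53 target, SASP (senescence-associated secretory phenotype), cytokine assay, interferon response and Y-linked genes. Lists for vessel types, brain regions and smooth muscle were written later, for the tests in the closing section. A list's median was taken over genes with at least 20 UMIs in the class and set against 10000 random lists matched on expression in 20 bins. The genes named in the text are Cdkn1a and Cdkn2a, the genes of the vessel proteins that the study measured, those of its dot plots with the largest and smallest ratio, members of the fixed lists, and the 5 genes at each end of the ranking among those with at least 100 UMIs. In endothelial-like cells the median log2 ratio of all genes was 0.03, and no setting moved it by over 0.1. TMM factors came from edgeR 4.0.16, which was used for these factors alone.

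The calculations were tested on simulated counts of 10212 genes for the comparison of tomatidine over control in endothelial-like cells, with 200 changed genes. The direction was recovered for 100% of the changed genes, the intervals held the true ratio for 96.0% of changed and 95.5% of unchanged genes, and the binomial intervals held the true share in 95.2% of draws. In the same simulation, 20 lists without a change had percentiles from 0.35 to 95.4. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The alternatives covered the cell filter, doublet removal, integration, resolution, a marker gate of at least 5 markers, male cells, the positivity threshold, thinning and scaling. Xist was not used here, so cells were called male from at least 1 Y-linked UMI and no female cells were called. Such cells made up 71.0% of control and 71.6% of tomatidine cells, and since nearly all deep cells had such a UMI, this setting mainly leaves out shallow cells. The pathway enrichment was not analysed here.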

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

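Of the tests in this part, the values of the interferon response list under other processing settings were chosen only after its main result was seen, and the rule that left clusters unnamed was also set after the clusters were seen. The explanations of both patterns, with the lists for vessel types and brain regions, were chosen after the patterns were seen, but what each would show was written before its test was run.

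Interferon response genes, which the paper does not discuss, were higher in endothelial-like cells of the tomatidine library. Of 29 genes of the list with at least 20 UMIs, 27 were higher and 2 lower, with a median log2 CPM ratio of 0.37 (counting interval 0.30 to 0.48) and a percentile of 100 among the random lists. Examples are Bst2, with 0.55 (0.37 to 0.73), Ifit3, with 0.48 (0.21 to 0.76), and B2m, with 0.35 (0.23 to 0.48). Over 12 alternatives the median ranged from 0.24 to 0.57. A shift of the whole library is argued against by the same list in other classes: the larger of its medians in oligodendrocyte-like and astrocyte-like cells was −0.15. The medians were −0.29 in oligodendrocyte-like, −0.27 in microglia-like and −0.35 in interneuron-like cells, each at the 0 percentile of its random lists. In astrocyte-like cells the median of −0.15 was at the 0.2 percentile, so the list was lower with tomatidine in these classes. Medians of 0.16 in excitatory neuron-like (52.3 percentile) and 0.11 in OPC-like cells (79.6 percentile) lay within the middle of the random lists. The difference between classes was not tested. The median was 0.37 among cells with more endothelial than mural markers, but some mural RNA passes that selection. Smooth muscle RNA as the whole cause is argued against by the 261 control and 357 tomatidine cells without a UMI of Acta2, Cnn1 and Pln: there the median of 15 other smooth muscle genes was 0.09 (70.8 percentile), within the middle of the random lists, and that of the interferon response genes 0.47. Another mix of vessel types is argued against too, with 0.34 after weighting to the same mix. A few strongly responding cells are also argued against, since the median was 0.35 without the 5% of cells highest in the list, and a few genes with many counts, since it was 0.35 with TMM factors. As a hypothesis, the difference may lie in the endothelial cells of these pools. Whether it comes from the treatment, from a single mouse of a pool or from other tissue taken into a pool was not tested and stays open.

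The share of choroid plexus-like cells, which the paper does not compare, differed by −2.0 points (−2.26 to −1.76), from 336 cells in the control library to 32 in the tomatidine library. Cluster 11, which was left unnamed and is led by Pou4f2, Barhl1 and Tfap2d, held 181 control and 674 tomatidine cells, a difference of 3.45 points. A cluster mostly of 1 library may be that library. If different tissue had been taken into the pools, astrocyte-like cells would also carry other regional genes. Their 6 non-telencephalic regional genes were all higher with tomatidine, with a median log2 ratio of 0.74, and 4 of 5 telencephalic genes were lower, with a median of −0.11. The summed CPM of the non-telencephalic genes rose from 30.5 to 46.8 in astrocyte-like cells and from 5.74 to 12.1 in microglia-like cells, so that free RNA could carry a part of the rise. These values are consistent with a difference in the tissue taken into the 2 pools. An effect of tomatidine on these cells stays open as untested.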

How the results depend on the processing

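The alternatives were set before the data were examined, apart from the restriction of the endothelial-like cluster to cells with more endothelial than mural markers, the use of the expected thinned share, the interferon response list under other settings and p16 in the other classes, which were chosen only after the data were seen. No paired analysis was possible because each group had 1 pooled library. Female cells alone were not run, since Xist was not used here. For the main results, 203 values under an alternative stayed within the counting interval, 51 moved beyond it and 3 changed sign; among single genes and added results, 125 stayed and 13 moved, and 0 changed sign. A change of sign was counted only for Z-factors and for values whose main interval excluded 0; other values that crossed 0 are among those that stayed or moved.

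The p21-positive share of endothelial-like cells was lower with tomatidine under each of its 14 alternatives, with differences from −13.8 to −2.43 points. It moved beyond its interval when thinned to 1500 UMIs (−2.62) and 1000 UMIs (−2.43), and at each thinning depth the interval included 0, at 3000 UMIs with −4.73 points (−12.6 to 3.16). The thinned intervals are limited by the number of positive cells that remain. The log2 CPM ratio of Cdkn1a stayed below 0 under its 12 alternatives, from −0.61 to −0.23. With both sets of thresholds it was −0.23 and its interval of −0.54 to 0.08 included 0; those thresholds remove cells with over 6000 genes. The p16-positive share of endothelial-like cells rests on 1 cell per library, and its difference lay between −0.556 and 0.590 points over 14 alternatives.

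In oligodendrocyte-like cells the p21 difference moved to −0.366 points with at least 2 UMIs, −0.425 at 1500 UMIs and −0.298 at 1000 UMIs, settings that each lower both shares. In excitatory neuron-like cells it changed sign with all deposited cells (−0.648), and moved to 0.678 at resolution 1.5, 0.931 with the marker gate, 0.544 with at least 2 UMIs, and 0.306, 0.200 and 0.643 when thinned to 1500, 1000 and 3000 UMIs. For the change of sign, the cause was not tested. The p21 differences of the other 4 classes of Fig. EV5E stayed within their intervals under 13 alternatives each, and the p16 difference of OPC-like cells lay between −5.99 and −1.02 points.

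The median of the tight junction list moved to 0.15 with all deposited cells, −0.057 with the marker gate and 0.11 with the mean over cells; the cause was not tested. Between 37 and 50 of the 53 dot plot genes had the direction shown over 12 alternatives. Cldn5 was higher with tomatidine under each of 12 alternatives (0.11 to 0.42), while Tjp1 (−0.06 to 0.16), Ocln (−0.13 to 0.14) and Cdh5 (−0.02 to 0.28) went both ways.

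Shares of cells moved with both sets of thresholds, which remove deep cells, mostly neurons: the difference was 3.50 points for astrocyte-like, 2.28 for meningeal-like, −2.47 for choroid plexus-like, −0.634 for excitatory neuron-like, −0.268 for thalamic or other subcortical neuron-like and 1.67 for unnamed cells. With all deposited cells it was 3.63 for astrocyte-like, −4.05 for excitatory neuron-like and 5.60 for unnamed cells. Without integration it was 4.16 for astrocyte-like and 2.62 for unnamed cells. At resolution 1.5 it was 3.76 for astrocyte-like and −3.52 for excitatory neuron-like cells, and at resolution 0.3 it was −0.763 for interneuron-like and −1.35 for thalamic or other subcortical neuron-like cells. The cause was not tested. Each of these kept its direction.

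Z-factors have no interval, so any change counts as moved, and only a part of the classes is listed here. With the control library alone, those of p21 were −0.765 in astrocyte-like, −0.200 in microglia-like, −0.438 in endothelial-like, −0.997 in excitatory neuron-like and −1.62 in interneuron-like cells, and those of p16 were −0.945 in astrocyte-like, −1.16 in excitatory neuron-like and −2.60 in interneuron-like cells. With the tomatidine library alone, those of p21 were −0.908, −0.280, −0.498, −0.796 and −1.32 in the same order, and those of p16 were −0.786 in astrocyte-like and −0.849 in excitatory neuron-like cells. With raw UMI counts, those of p21 were −2.10, −2.45, −1.70, −1.85 and −3.41 in that order, and those of p16 were −0.308 in astrocyte-like and −0.470 in interneuron-like cells. Among the classes listed, the Z-factor of p16 changed sign with raw counts in excitatory neuron-like (0.514) and endothelial-like cells (1), because nearly all positive cells had 1 UMI and the SD fell.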

Differences from the paper's values

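The expected thinned share used in this part was chosen only after a single random draw was seen; male cells alone were set as an alternative before the data were examined but called by another rule.

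The paper reports 13 clusters, and 37 were found here. None of the alternatives set before the data were examined closed the gap: there were 22 clusters at resolution 0.3, 48 at resolution 1.5, 36 without integration, 38 without doublet removal and 37 with all deposited cells.

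The paper's Z-factors of p21 are −1.20 for interneurons, −0.96 for neurons, −0.91 for astrocytes and −0.74 for microglia, and those found here were −1.49, −0.889, −0.837 and −0.247 in the rebuilt classes. For astrocytes, the tomatidine library alone gave −0.908, within the paper's rounding; none of the alternatives set before the data were examined (each library alone, raw UMI counts) closed the gap for the other 3 classes. The paper's Z-factors of p16 are −1.33 for interneurons, −2.91 for endothelial cells, −0.68 for neurons and −0.59 for astrocytes, and those found here were −1.95, −2.61, −1.01 and −0.836. Where these alternatives gave a value for p16, none closed the gap. Interneuron-like cells had 1 positive cell in the tomatidine library, so that library alone gave no value. Endothelial-like cells had 1 positive cell per library, so only raw UMI counts gave a value. The lowest mean of p16-positive cells is 0.12 in the paper and was 0.201 here, and none of the same alternatives closed that gap, with 0.353 in the control library alone, 0.503 in the tomatidine library alone and 1 with raw UMI counts.

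The p21-positive share of microglia in the tomatidine group is about 5.5% in Fig. EV5E, read by eye, and was 3.37% of 742 microglia-like cells here; the paper's denominator is not used here. Among the alternatives set before the data were examined, the values came within 1.5 times of the paper's with all deposited cells (3.68%), without doublet removal (3.84%), without integration (3.93%), at resolution 0.3 (3.82%) and 1.5 (3.77%), with the marker gate (4.45%) and in cells with at least 1 Y-linked UMI (4.78%), a setting that mainly leaves out shallow cells and does not compare the sexes. They did not with both sets of thresholds (3.26%), with the highest 10% of Scrublet scores removed (3.06%), with at least 2 UMIs (0.674%) or when thinned to 1500 (1.75%), 1000 (1.06%) or 3000 UMIs (3.54%).

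The paper states that p21 was reduced specifically in brain endothelial cells. In the rebuilt classes, the log2 CPM ratio of Cdkn1a was also below 0 beyond its counting interval in oligodendrocyte-like cells (−0.57, −0.95 to −0.20) and interneuron-like cells (−0.81, −1.20 to −0.43). Control and tomatidine CPM were 9.02 and 6.07 in oligodendrocyte-like, 12.5 and 7.13 in interneuron-like and 8.27 and 8.29 in astrocyte-like cells. In endothelial-like cells they were 117 and 87.2. Free RNA was not separated from expression at these low levels, so the ratios cannot decide whether p21 fell in those other classes. The share of p21-positive cells differed by −1.75 points (−2.74 to −0.748) in oligodendrocyte-like cells, and by −0.425 points (−0.951 to 0.183) when thinned to 1500 UMIs. In interneuron-like cells the interval of the unthinned difference (−3.60 points, −7.20 to 0.0231) included 0. Over 13 alternatives the interneuron-like difference ranged from −6.27 to −0.330 points. It was lowest at resolution 0.3, with 16.1% of control and 9.85% of tomatidine cells positive. The legend of Fig. 4 calls the genes of the right panel of dot plots downregulated; of its 23 genes with a visible dot, 12 had a higher and 11 a lower CPM with tomatidine in endothelial-like cells, and 10 are drawn higher with tomatidine in the panel itself.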

Other observations

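Of the tests in this part, those of depth, mural cells (with both selections of cells) and free RNA for p21, that of a female mouse, the present form of the smooth muscle test and that of free RNA for smooth muscle genes were chosen only after the result was seen. The other explanations were chosen after the patterns were seen, but what each would show was written before its test was run.

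The lower share of p21-positive endothelial-like cells with tomatidine was weighed against 4 technical explanations. A difference in depth as the whole cause would leave the CPM unchanged, and the log2 CPM ratio of Cdkn1a was −0.42 (−0.64 to −0.21). Depth may still carry a part of the difference in shares, since the thinned shares differed by −2.62 points with an interval that included 0. Mural cells as the whole cause are argued against by cells with more endothelial than mural markers, where the unthinned shares were 47.2% of 265 control and 36.1% of 368 tomatidine cells, a difference of −11.0 points (−18.7 to −3.26). Since some mural RNA passes that selection, cells without a UMI of Acta2, Cnn1 and Pln were also compared, with a difference of −11.9 points (−19.5 to −4.10). Another mix of vessel types would close the difference once weighted, and the weighted unthinned difference was −7.97 points (−15.2 to −0.781); capillary cells made up 80.6% of control and 68.0% of tomatidine endothelial-like cells, venous cells 7.04% and 14.9%, and arterial cells 7.04% and 10.5%. Free RNA would give other classes a like share, and 1.27% of control oligodendrocyte-like cells were positive at 1500 UMIs (0.894 to 1.73), against 14.5% of control endothelial-like cells. Differences between the mice of the 2 pools and in the tissue taken into them stay open, and so does an effect of tomatidine.

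Of the other fixed lists in endothelial-like cells, those of immediate early, glucocorticoid response and p53 target genes had medians within the range of 95% of their random lists. The median log2 ratio was −0.04 for 24 immediate early genes (9.39 percentile), −0.04 for 20 glucocorticoid response genes (12.1 percentile) and −0.01 for 24 p53 target genes (24.6 percentile). Of 25 SASP genes with enough UMIs, out of 47, 7 were higher and 18 lower with tomatidine. Their median was −0.12 with a percentile of 0.62, below the range of 95% of the random lists (−0.08 to 0.13). In the simulation, however, 20 lists without a change had percentiles down to 0.35. A percentile this low can therefore arise without a change, though 20 lists cannot show how often. The cause was not tested, and technical and biological explanations stay open. Of 15 genes listed for cytokines of the study's assay, which are a part of its panel, 0 had at least 20 UMIs. The 4 Y-linked genes had a median of 0.17 (87.8 percentile).

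The paper does not report on Ttr, which had the lowest log2 ratio in endothelial-like cells among genes with at least 100 UMIs, −5.16 (−5.35 to −4.98), from 7751 UMIs to 249. Ttr leads the choroid plexus-like cluster. Free RNA from choroid plexus cells would also lower it in classes that do not make it, and in microglia-like cells the log2 ratio was −3.21 (−3.42 to −3.00). This is consistent with free RNA as the source of a part of the difference, while the endothelial-like ratio lay further below 0. The next lowest were Klk6 (−1.61), C1ql2 (−1.39), Itga2b (−1.27) and Ppbp (−1.26).

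The highest log2 ratios were those of Cnn1 (2.81, 2.08 to 3.63), Sst (2.38, 2.10 to 2.68), Pln (2.36, 1.96 to 2.79), Crhbp (2.23, 1.45 to 3.10) and Acta2 (2.09, 1.95 to 2.24). Cnn1, Pln and Acta2 are smooth muscle genes, and the tomatidine endothelial-like cluster held 41 cells (10.0%) with at least as many mural as endothelial markers, against 19 (6.69%) in control. All of 15 other smooth muscle genes were higher with tomatidine, with a median of 0.63 (percentile 100), and their median was 0.46 among cells with more endothelial than mural markers. Free RNA from smooth muscle cells was also weighed, since Acta2 was higher in microglia-like cells too (3.54, 1.85 to 5.89, from 3 UMIs to 30). As the whole cause it would raise other classes to a like CPM, but the summed CPM of the 15 other genes differed by 21.8 (−3.28 to 46.9) in microglia-like cells, against 841 (776 to 905) in endothelial-like cells. In cells without a UMI of Acta2, Cnn1 and Pln their median was 0.09 (70.8 percentile). That selection leaves out cells by genes of the pattern itself, so it cannot show the source of the rise. Both doublets and changed endothelial cells would give the lower median. Mural cells and a change within endothelial cells therefore cannot be told apart for these genes.

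Sst and Crhbp are interneuron markers. Free RNA from interneurons as the whole cause would raise Sst alike in classes that do not make it. Its log2 ratio was 0.69 (0.55 to 0.84) in oligodendrocyte-like and 1.00 (0.71 to 1.29) in microglia-like cells. Both lie under the 2.38 of endothelial-like cells, though free RNA may carry a part. Doublets of endothelial cells and interneurons stay open, and no biological explanation was tested.

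In thalamic or other subcortical neuron-like cells, which the paper does not show, Cdkn1a was found in 54 of 365 control cells (14.8%, median 32484 UMIs) and 11 of 236 tomatidine cells (4.66%, median 28921.5 UMIs), a difference of −10.1 points (−14.6 to −5.35). Thinned to 1500 UMIs, which left out 0 cells, the shares were 1.11% and 0.363%. In this class 1 cluster held 84 control and 2 tomatidine cells, so the classes hold other cells in each pool.

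The figure legends of the study show male and female animals, and which sex entered the pools is not used here. Of 1822 control and 1633 tomatidine cells with at least 40000 UMIs, 10 and 11 had at most 1 Y-linked UMI, and the median was 11 Y-linked UMIs in both. With a female mouse in a pool of 4, about 1 cell in 4 would have nearly none, and the higher share was 0.674% of the tomatidine cells. This argues against a female mouse with a usual share of cells in either pool.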
